# New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 *Via* Its Chromodomain

**DOI:** 10.1371/journal.pgen.1003006

**Published:** 2012-10-11

**Authors:** Anne Coléno-Costes, Suk Min Jang, Augustin de Vanssay, Julien Rougeot, Tahar Bouceba, Neel B. Randsholt, Jean-Michel Gibert, Stéphane Le Crom, Emmanuèle Mouchel-Vielh, Sébastien Bloyer, Frédérique Peronnet

## Abstract

Chromodomains are found in many regulators of chromatin structure, and most of them recognize methylated lysines on histones. Here, we investigate the role of the *Drosophila melanogaster* protein Corto's chromodomain. The Enhancer of Trithorax and Polycomb Corto is involved in both silencing and activation of gene expression. Over-expression of the Corto chromodomain (CortoCD) in transgenic flies shows that it is a chromatin-targeting module, critical for Corto function. Unexpectedly, mass spectrometry analysis reveals that polypeptides pulled down by CortoCD from nuclear extracts correspond to ribosomal proteins. Furthermore, real-time interaction analyses demonstrate that CortoCD binds with high affinity RPL12 tri-methylated on lysine 3. Corto and RPL12 co-localize with active epigenetic marks on polytene chromosomes, suggesting that both are involved in fine-tuning transcription of genes in open chromatin. RNA–seq based transcriptomes of wing imaginal discs over-expressing either CortoCD or RPL12 reveal that both factors deregulate large sets of common genes, which are enriched in heat-response and ribosomal protein genes, suggesting that they could be implicated in dynamic coordination of ribosome biogenesis. Chromatin immunoprecipitation experiments show that Corto and RPL12 bind *hsp70* and are similarly recruited on gene body after heat shock. Hence, Corto and RPL12 could be involved together in regulation of gene transcription. We discuss whether pseudo-ribosomal complexes composed of various ribosomal proteins might participate in regulation of gene expression in connection with chromatin regulators.

## Author Summary

Chromatin, the combination of DNA and histones, strongly impacts transcriptional regulation of genes. This is achieved thanks to various protein complexes that bind chromatin and remodel its structure. These complexes bind specific motifs, also called epigenetic marks, through specific protein domains. Among these domains, chromodomains are well known to bind methylated histones. Investigating the chromodomain of the *Drosophila melanogaster* chromatin factor Corto, we found that it interacts with methylated ribosomal protein L12 rather than with methylated histones. This is the first time that such an interaction is shown. Moreover, Corto and RPL12 co-localize with active epigenetic marks on polytene chromosomes, suggesting that both are involved in fine-tuning transcription of genes. Our results represent a major breakthrough in the understanding of mechanisms by which ribosomal proteins achieve extra-ribosomal functions such as transcriptional regulation. Genome-wide analysis of larval tissue transcripts reveals that Corto and RPL12 deregulate large sets of common genes, which are enriched in ribosomal protein genes, suggesting that both proteins are implicated in dynamic coordination of ribosome biogenesis.

## Introduction

Chromatin structure strongly impacts on regulation of gene expression. Indeed, post-translational histone modifications (methylations, acetylations, phosphorylations *etc…*) called epigenetic marks, are recognized by protein complexes that shape chromatin (reviewed in [1]). A number of protein domains specifically interact with these modifications, thus inducing recruitment of chromatin remodeling or transcriptional complexes. Bromodomains recognize acetylated histones (reviewed in [2]) whereas 14-3-3 domains recognize phosphorylated histones (reviewed in [3]). Methylated histones are recognized by chromodomains (chromatin organization modifier) [4], which therefore belong to the Royal family of domains, known for their methylated lysine or arginine binding activity (reviewed in [5]). Chromodomains share a common structure encompassing a folded three-stranded anti-parallel ß-sheet supported by an α-helix that runs across the sheet. This structure contains two to four well-conserved aromatic residues that form a cage around the methylated ligand [5], [6].

Chromodomains were first identified in Polycomb (PC) and Heterochromatin Protein 1 (HP1) [4]. They are found in many other chromatin-associated proteins that belong to three classes according to their global structure: (1) PC/CBX family proteins harbor a single N-terminal chromodomain, (2) HP1 family proteins have an N-terminal chromodomain followed by a region termed a chromoshadow domain, and (3) CHD (Chromodomain/Helicase/DNA-binding domain) family proteins present two tandem chromodomains (reviewed in [5]). Most chromodomains specifically recognize particular methylated residues on histones. For instance, the chromodomain of PC, which is a subunit of the PRC1 complex (Polycomb Responsive Complex 1), binds specifically H3K27me3 [7], [8]. Once recruited, PRC1 prevents RNA Polymerase II recruitment or transcriptional elongation and therefore mediates gene silencing (reviewed in [9]). The chromodomain of HP1 binds H3K9me2 and H3K9me3, which are epigenetic marks characteristic of heterochromatin, and thus participates in heterochromatin shaping [10], [11]. Very few cases of non-histone chromodomain substrates are known [12]. For example, the HP1 chromodomain also recognizes an autocatalytically methylated residue of the G9a histone H3 methyl-transferase [13].

The *D. melanogaster corto* gene encodes an Enhancer of Trithorax and Polycomb (ETP), *i.e.* a Polycomb (PcG) and Trithorax (TrxG) complex co-factor, involved in both silencing and activation of gene expression [14], [15]. Indeed, Corto participates in transcriptional regulation of several homeotic genes together with these complexes and other ETPs [16], [17]. Corto binds chromatin and contains in its N-terminal part a single structured domain identified by hydrophobic cluster analysis and structural comparison as a chromodomain [18]. Hence, Corto would be closer to CBX proteins of the PcG class [5]. However, its chromodomain is rather divergent, since only two aromatic residues are conserved among the four that make a cage around the methylated residue. How Corto anchors to chromatin and more specifically, whether the chromodomain addresses Corto to chromatin, is not known. Here, we address this question by expressing a tagged Corto chromodomain in flies or in S2 cells. We show that the Corto chromodomain is a functional chromatin-targeting module. Surprisingly, peptide pull-down, mass spectrometry and Biacore show that the Corto chromodomain interacts with nuclear ribosomal proteins, and notably binds with high affinity RPL12 tri-methylated on lysine 3 (RPL12K3me3). Co-localization of Corto and RPL12 with active transcriptional epigenetic marks on polytene chromosomes suggests that both proteins are involved in fine-tuning transcription of genes located in open chromatin. Investigation of Corto and RPL12 transcriptional targets by RNA-seq reveals that many are shared by both factors. Analysis of *hsp70* occupancy by chromatin immunoprecipitation suggests that Corto and RPL12 cooperate in transcriptional regulation. Interestingly, the potential common targets of Corto and RPL12 are enriched in genes involved in heat response and ribosomal biogenesis.

## Results

### The Corto chromodomain genetically mimics full-length Corto function

To address the role of the Corto chromodomain *in vivo*, we used germline transformation and the binary *UAS/Gal4* system to produce transgenic flies. These lines expressed either FLAG and HA double-tagged *cortoCD* fused to a nuclear localization signal coding sequence to force its entry into nuclei (*FH-cortoCD*), FLAG and HA double-tagged *corto* deleted of the chromodomain sequence (*FH-cortoΔCD*), or *corto* full-length (both FH-CortoΔCD and Corto full-length spontaneously enter the nucleus although no nuclear localization signal was detected, data not shown). Whereas transgenic flies ubiquitously over-expressing *cortoΔCD* [using either *Actin5C* (*Act::Gal4>UAS::FH-cortoΔCD*) or *daughterless* (*da::Gal4>UAS::FH-cortoΔCD*) drivers] were perfectly viable and had no visible phenotype, over-expression of *corto* using the same drivers was 100% lethal. Over-expression of *cortoCD* using again these drivers also induced high lethality at all developmental stages (from 63% to 100% depending on the transgenic line and the driver, Table S1). Escaper flies displayed rotated genitalia and duplicated macrochaetae as well as very penetrant homeotic phenotypes (Figure 1). Many flies presented a partial transformation of arista into leg, a homeotic phenotype called *Aristapedia* that could reflect down-regulation of the *spineless-aristapedia* gene [19]. Similar phenotypes were observed when over-expressing full-length *corto* using the weaker ubiquitous driver *armadillo* (*arm::Gal4*) (Table S1). Males over-expressing *cortoCD* also displayed smaller sex combs, a phenotype opposed to that of *corto* mutant males who have ectopic sex combs [15], [20], and which could reflect reduced expression of the homeotic gene *Sex combs reduced* (*Scr*) [21]. Taken together, these results suggest that the chromodomain is critical for Corto function.

**Figure 1:**
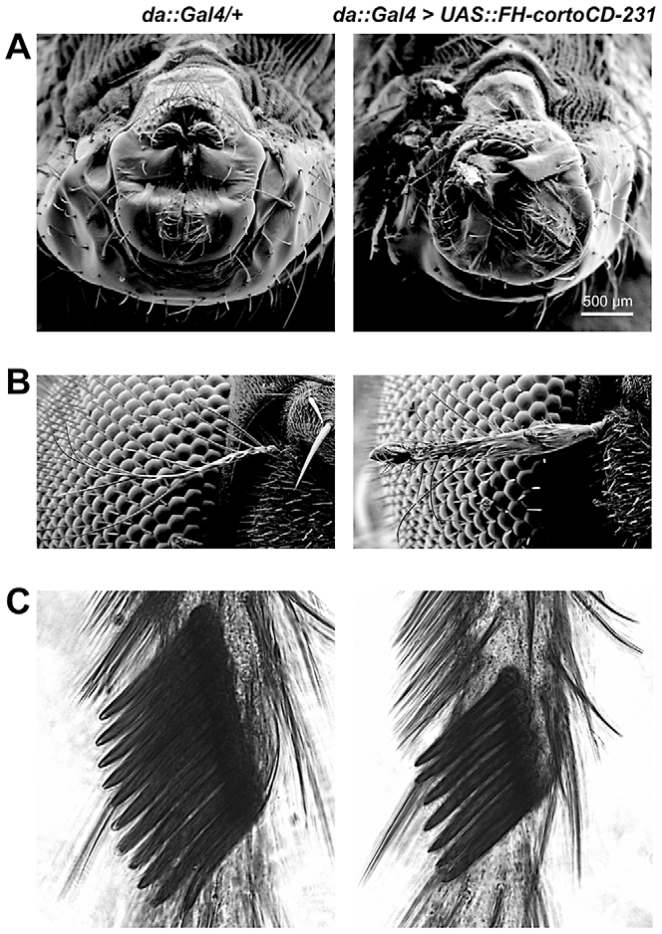
Phenotype of transgenic flies over-expressing *cortoCD*. Scanning electron microscopy images of male genitalia (A), aristae (B) and male sex combs (C). On the left, control *da::Gal4/+* flies. On the right, *da::Gal4>UAS::FH-cortoCD-231* flies. Males over-expressing *FH-cortoCD* present rotated genitalia and sex combs with a reduced number of teeth. Aristae of flies over-expressing *FH-cortoCD* are partially transformed into leg, a phenotype called *aristapedia*. Strengths of these phenotypes are shown in Table S1.

### The Corto chromodomain is a chromatin-targeting module

Corto binds polytene chromosomes of third instar larva salivary glands at many sites [18]. To test the role of Corto chromodomain in chromatin binding, we immunostained polytene chromosomes of larvae over-expressing *cortoCD* in salivary glands [*escargot* Gal4 driver, (*esg::Gal4>UAS::FH-cortoCD*)] with anti-FLAG antibodies. FH-CortoCD bound polytene chromosomes at many discrete sites (Figure 2A). Like endogenous Corto, FH-CortoCD preferentially bound DAPI interbands and puffs, *i.e.* regions corresponding to open or actively transcribed chromatin. Comparison of endogenous Corto binding in wild-type larvae and FH-CortoCD binding in *esg::Gal4>UAS::FH-cortoCD* larvae at the tip of chromosome 3L showed that these proteins shared most of their binding sites (Figure 2B).

**Figure 2:**
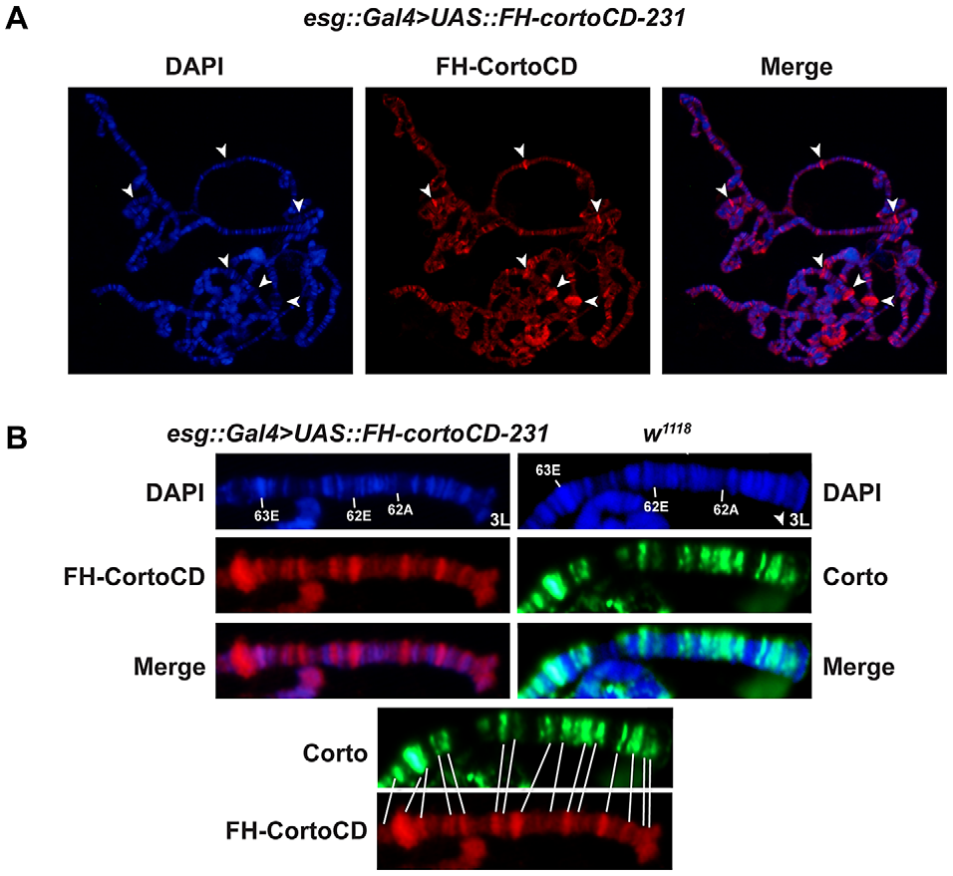
The Corto chromodomain is a chromatin-targeting module. (A) Squash of salivary gland polytene chromosomes from an *esg::Gal4>UAS::FH-cortoCD-231* third instar larva. Anti-FLAG immunostaining shows that FH-CortoCD binds chromatin at many sites (left: DAPI, middle: anti-FLAG, right: merge). Arrow-heads point to DAPI-free Corto bands. (B) Magnifications of the tip of polytene chromosome 3L (bands 61 to 63) from third instar larvae, either *esg::Gal4>UAS::FH-cortoCD* immunostained with anti-FLAG antibody or *w^1118^* immunostained with anti-Corto antibody (DAPI, immunostaining, merge). Bottom: conformity between endogenous Corto and FH-CortoCD binding sites.

These results indicate that FH-CortoCD mimics Corto binding on polytene chromosomes and that the Corto chromodomain is a genuine chromatin-addressing module.

### The Corto chromodomain interacts with Ribosomal Protein L12

These results prompted us to identify the anchor(s) of Corto chromodomain on chromatin. We incubated GST-CortoCD covalently bound on agarose beads with nuclear or cytoplasmic extracts from embryos and resolved retained polypeptides by SDS-PAGE. Four bands between 30 and 15 kDa (P30, P21, P20 and P15) were consistently retained by GST-CortoCD and were enriched in peptide pull-down experiments performed with nuclear extracts *versus* cytoplasmic extracts (Figure 3A). The contents of the bands were identified by mass spectrometry. Surprisingly, all four bands contained ribosomal proteins (RPs): RPL7 for P30, RPS11 for P21, RPS10, RPL12 and RPL27 for P20, and RPS14 for P15 (Table S2). Although RPs are usually considered as contaminants, their consistent enrichment after incubation with nuclear extracts as well as the previously shown association of RPS11, RPL12 and RPS14 with polytene chromosomes [22] prompted us to consider their binding to CortoCD. These proteins might then interact with Corto directly on chromatin. To verify the interaction between RPs and CortoCD, we generated vectors to produce FLAG-tagged CortoCD supplied with a nuclear localization signal and Myc-tagged RPs in *Drosophila* S2 cells. Co-immunoprecipitations were performed on cell extracts from transfected cells, using either anti-FLAG or anti-Myc antibodies. No co-immunoprecipitation was observed between CortoCD and RPL7, RPS10 or RPS14 (Figure S1). However, anti-FLAG co-immunoprecipitated Myc-RPL12 with FLAG-CortoCD whereas anti-Myc co-immunoprecipitated FLAG-CortoCD with Myc-RPL12 (Figure 3B). In a similar experiment using FLAG-tagged full-length Corto, co-immunoprecipitation was again observed in both directions (Figure 3C). However, no co-immunoprecipitation was observed between FLAG-tagged CortoΔCD and Myc-tagged RPL12 (Figure 3D). These experiments demonstrate that RPL12 and Corto interact and that the Corto chromodomain is necessary and sufficient for this interaction. The identification of other RPs among the pulled-down polypeptides suggests that CortoCD interacts with a complex of RPs *via* a direct interaction with RPL12.

**Figure 3:**
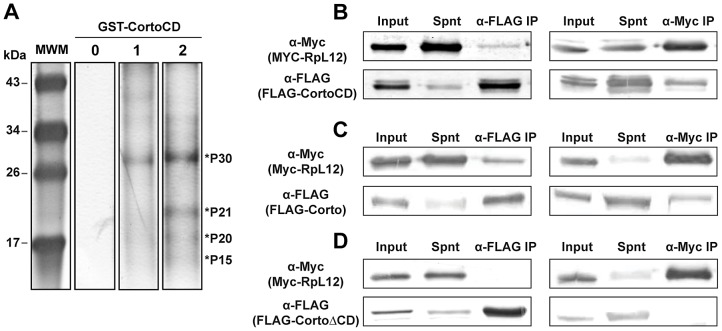
Corto interacts with nuclear ribosomal proteins and co-immunoprecipitates with RPL12 *via* its chromodomain. (A) Silver stained polyacrylamide gel showing polypeptides pulled-down by GST-CortoCD covalently linked on agarose beads from nuclear or cytoplasmic embryonic extracts. Four bands consistently appearing after incubation are enriched in nuclear extracts are shown by asterisks (P30, P21, P20 and P15). Line 0: no extract, 1: cytoplasmic extract, 2: nuclear extract. (B, C, D) Co-immunoprecipitation experiments. S2 cells were co-transfected with plasmids expressing FLAG-CortoCD, FLAG-Corto or FLAG-CortoΔCD and Myc-RPL12. Immunoprecipitations were performed with either anti-FLAG (α-FLAG) or anti-Myc (α-Myc) and revealed by Western blot with the same antibodies. Spnt: supernatant, IP: immunoprecipitation. (B) FLAG-CortoCD co-immunoprecipitated with Myc-RPL12 and conversely. Extracts were run on a 15% acrylamide gel. (C) FLAG-Corto co-immunoprecipitated with Myc-RPL12 and conversely. Extracts were run on a 12% acrylamide gel. (D) FLAG-CortoΔCD did not co-immunoprecipitate with Myc-RPL12 and conversely. Extracts were run on a 12% acrylamide gel.

### The Corto chromodomain interacts with RPL12 tri-methylated on lysine 3

Since chromodomains typically recognize methylated lysines, we asked whether Corto chromodomain could bind a methylated form of RPL12. *D. melanogaster* RPL12 was aligned with RPL12 from several other species to identify conserved residues described to be methylated in some of them [23]–[25] (Figure 4A). Lysines 3, 10, 39 and 83, as well as arginine 67 fulfilled these criteria. Using site-directed mutagenesis, we replaced their codons with alanine codons in the *Drosophila* RPL12 cDNA, thus generating a series of mutants (RPL12K3A, RPL12K10A, RPL12K39A, RPL12R67A and RPL12K83A). These mutant cDNAs were introduced into a plasmid allowing their expression as mRFP-tagged proteins in *Drosophila* S2 cells. Similarly, the *cortoCD* cDNA, supplied with a nuclear localization signal, was introduced into a plasmid allowing its expression as an EGFP-tagged protein in S2 cells. When expressed in these cells, EGFP-CortoCD artificially entered the nucleus where it exhibited a punctuated pattern that recalled Polycomb bodies (Figure 4B) [26]. A similar nuclear pattern was observed after immunostaining untransfected S2 cells with anti-Corto antibodies. However, these “Corto bodies” did not overlap with Polyhomeotic (PH), a component of the PRC1 complex, but with RNA Polymerase II suggesting that they were transcriptional factories rather than Polycomb bodies (Figure S2). RPL12-mRFP expressed alone was present in the cytoplasm and the nucleus, where it appeared slightly punctuated (Figure 4B). Interestingly, when co-expressed with EGFP-CortoCD, all RPL12-mRFP localized in the nucleus (Figure 4C). Both proteins perfectly colocalized in a punctuated nuclear pattern, corroborating the interaction between CortoCD and RPL12 and suggesting that Corto could drive RPL12 in the nucleus. Similar experiments were carried out using the RPL12 mutant forms. Whereas RPL12K10A, RPL12K39A, RPL12R67A and RPL12K83A co-localized with CortoCD, RPL12K3A did not, strongly suggesting that RPL12 lysine 3 is required for Corto chromodomain-RPL12 interaction (Figure 4C).

**Figure 4:**
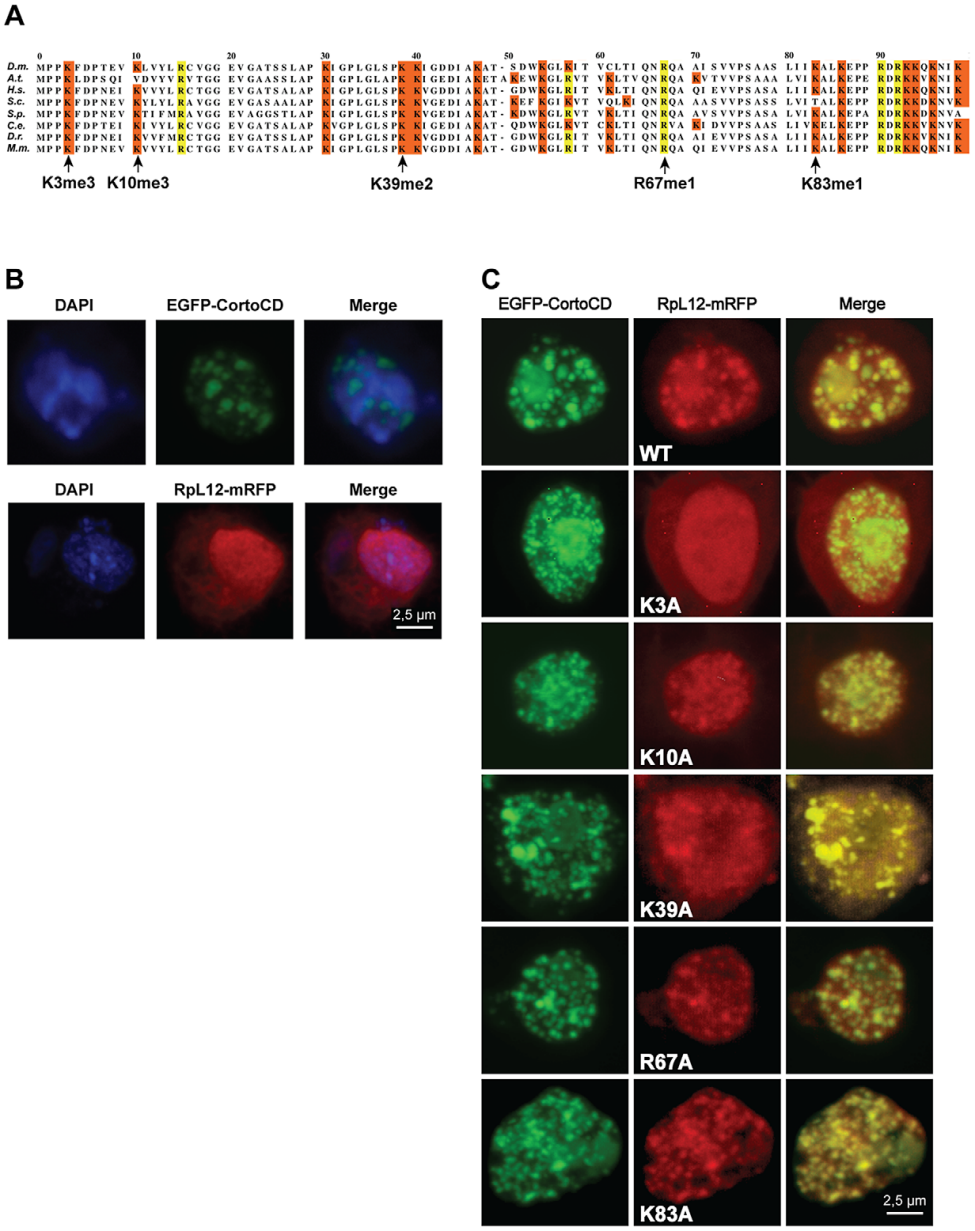
Lysine 3 of RPL12 is essential for interaction with Corto. (A) PRALINE multiple sequence alignment of the 100 first residues of RPL12 from different eukaryotes showing conserved lysines (highlighted in orange) or arginines (highlighted in yellow) known to be methylated in several species. *Drosophila melanogaster* (*D.m.*; AE013599), *Arabidopsis thaliana* (*A.t.*; AAD18140), *Homo sapiens* (*H.s.*; NM_000976), *Saccharomyces cerevisiae* (*S.c.*; NP_010860), *Schizosaccharomyces pombe* (*S.p.*; NP_587897), *Cænorhabditis elegans* (*C.e.*; NP_502542), *Danio rerio* (*D.r.*; AAI65413) and *Mus musculus* (*M.m.*; CAM22324). Lysine 3 can be trimethylated in *H.s*, *S.c*, *S.p.* and *A.t.*; lysine 10 can be trimethylated in *S.c.*; lysine 39 can be dimethylated in *S.p.*; lysine 83 can be monomethylated in *E. coli*, arginine 67 can be δ-monomethylated in *S.c.* and *S.p.* (see references in the text). (B) *Drosophila* S2 cells expressing either EGFP-CortoCD (top) or RPL12-mRFP (bottom). CortoCD was provided with a nuclear localization signal to force its entry into the nucleus. Note its punctuated pattern in the nucleus. RPL12-mRFP was present in both nuclear and cytoplasmic compartments. (C) Simultaneous expression of EGFP-CortoCD and wild-type or mutant RPL12-mRFP in *Drosophila* S2 cells. EGFP-CortoCD perfectly co-localized with wild-type RPL12-mRFP, as well as with RPL12K10A, RPL12K39A, RPL12R67A and RPL12K83A mutants within nuclei, exhibiting a punctuated pattern. Note that wild-type RPL12 and these mutant forms were not detected in the cytoplasm. RPL12K3A did not present a punctuated nuclear pattern and was detected in the cytoplasm. Scale bar: 2.5 µm.

To test whether Corto directly interacted with RPL12 lysine 3, we measured real-time binding between CortoCD and several RPL12 peptides using Biacore. GST-CortoCD and GST were immobilized on a CM5 sensor chip. Then, several RPL12 peptides [unmodified (RPL12um), methylated on lysine 3 (RPL12K3me2, RPL12K3me3), methylated on lysine 10 (RPL12K10me3) or lysine 3 mutated (RPL12K3A)] were assayed for their binding to GST-CortoCD or GST (Figure 5, Figure S3). None of these peptides bound GST. Furthermore, unmodified RPL12, RPL12K3me2, RPL12K10me3 and RPL12K3A peptides did not interact with CortoCD (no binding or unspecific binding *i.e.* K_D_>200 µM; Figure 5C). Only RPL12K3me3 interacted with high specificity with CortoCD (K_D_ = 8 µM).

**Figure 5:**
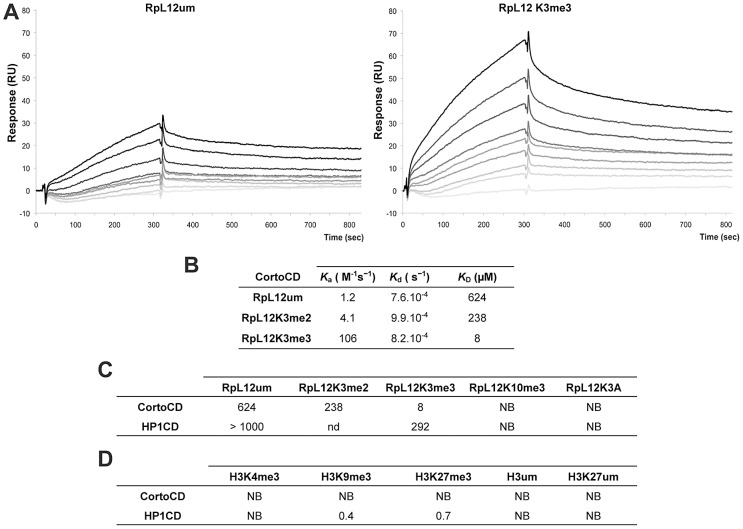
Preferential binding of Corto chromodomain to RPL12 trimethylated on lysine 3. (A) Biacore sensorgrams showing binding of either RPL12 unmethylated peptide (RPL12 um, left panel) or RPL12 peptide trimethylated on lysine 3 (RPL12K3me3, right panel) to CortoCD. Increasing concentrations of RPL12 um or RPL12K3me3 peptides were used [from 0 (light grey lines) to 10 µM (darker grey to black lines]. Binding (Y-axis, Response) is expressed in Resonance Units (RU) relative to time (X-axis). Note the response due to end of injection of the peptides at 300 s. (B) Kinetic parameters of interaction between CortoCD and RPL12 um, RPL12K3me2 or RPL12K3me3 peptides. Note that CortoCD interacts specifically with RPL12 trimethylated on lysine 3 (K_D_ = 8 µM). (C) Equilibrium dissociation constant (K_D_) calculated for CortoCD or HP1CD in interaction with RPL12 um peptide, RPL12 methylated peptides, or RPL12K3A peptide. Note that CortoCD specifically binds to RPL12K3me3 (K_D_<100 µM). (D) Equilibrium dissociation constant (K_D_) calculated from CortoCD or HP1CD interacting with unmethylated or trimethylated histone H3 peptides. For H3K9me3, peptide concentration was increased from 0 to 1 µM. For RPL12 and H3K27me3 peptide concentration was increased from 0 to 10 µM. NB: no binding; nd: not determined.

To investigate whether RPL12K3me3 could bind to other chromodomains, we repeated these experiments using that of HP1 (HP1CD). GST-HP1CD was immobilized on the sensor chip and binding of either RPL12, RPL12K3me3, RPL12K10me3 or RPL12K3A was tested. None of these peptides specifically interacted with HP1CD (K_D_>200 µM) (Figure 5C, Figure S3). Although no histones were revealed among peptides pulled down by CortoCD, we monitored binding of several histone H3 peptides to CortoCD. No binding of unmodified H3, H3K27me3, H3K9me3 or H3K4me3 peptides was observed (Figure 5D) while, as expected, the H3K9me3 peptide bound HP1CD with high affinity (K_D_ = 0.4 µM). Surprisingly, the H3K27me3 peptide bound HP1CD with a similar affinity (K_D_ = 0.7 µM), probably because sequences adjacent to the chromodomain (*i.e.* the hinge region) are required for selective targeting [27].

Altogether these data demonstrate that the Corto chromodomain specifically recognizes RPL12 trimethylated on lysine 3 (RPL12K3me3).

### Chromatin environment of Corto and RPL12

RPL12, along with 19 other ribosomal proteins, is known to bind polytene chromosomes of *Drosophila* larval salivary glands where it specifically associates with sites of transcription [22]. To investigate the potential role of the Corto-RPL12 interaction in gene expression regulation, we first analyzed the binding of these proteins on polytene chromosomes. For this, we generated Myc-tagged RPL12 transgenic fly lines (*UAS::RpL12-Myc*). Unlike *corto* or *cortoCD*, *RpL12-Myc* over-expression using ubiquitous Gal4 drivers (*da::Gal4>UAS::RpL12-Myc* or *Act::Gal4>UAS::RpL12-Myc*) induced no lethality and adult flies presented no visible phenotype except a shortened development (data not shown). *RpL12-Myc* was then expressed in salivary glands with the *esg* driver (*esg::Gal4>UAS::RpL12-Myc*) to test its binding to polytene chromosomes. RPL12-Myc bound polytene chromosomes at numerous sites, preferentially at DAPI interbands and puffs, suggesting that it mimics the binding of endogenous RPL12 [22] (Figure 6A). Co-immunostaining of RPL12 and the endogenous Corto protein showed that about 40% of the Corto sites were bound by RPL12 (Figure 6A, 6C). Simultaneous over-expression of FH-CortoCD and RPL12-Myc (*esg::Gal4>UAS::FH-cortoCD,UAS::RpL12-Myc*) established that CortoCD co-localized with RPL12 on a similar number of sites (Figure 6B).

**Figure 6:**
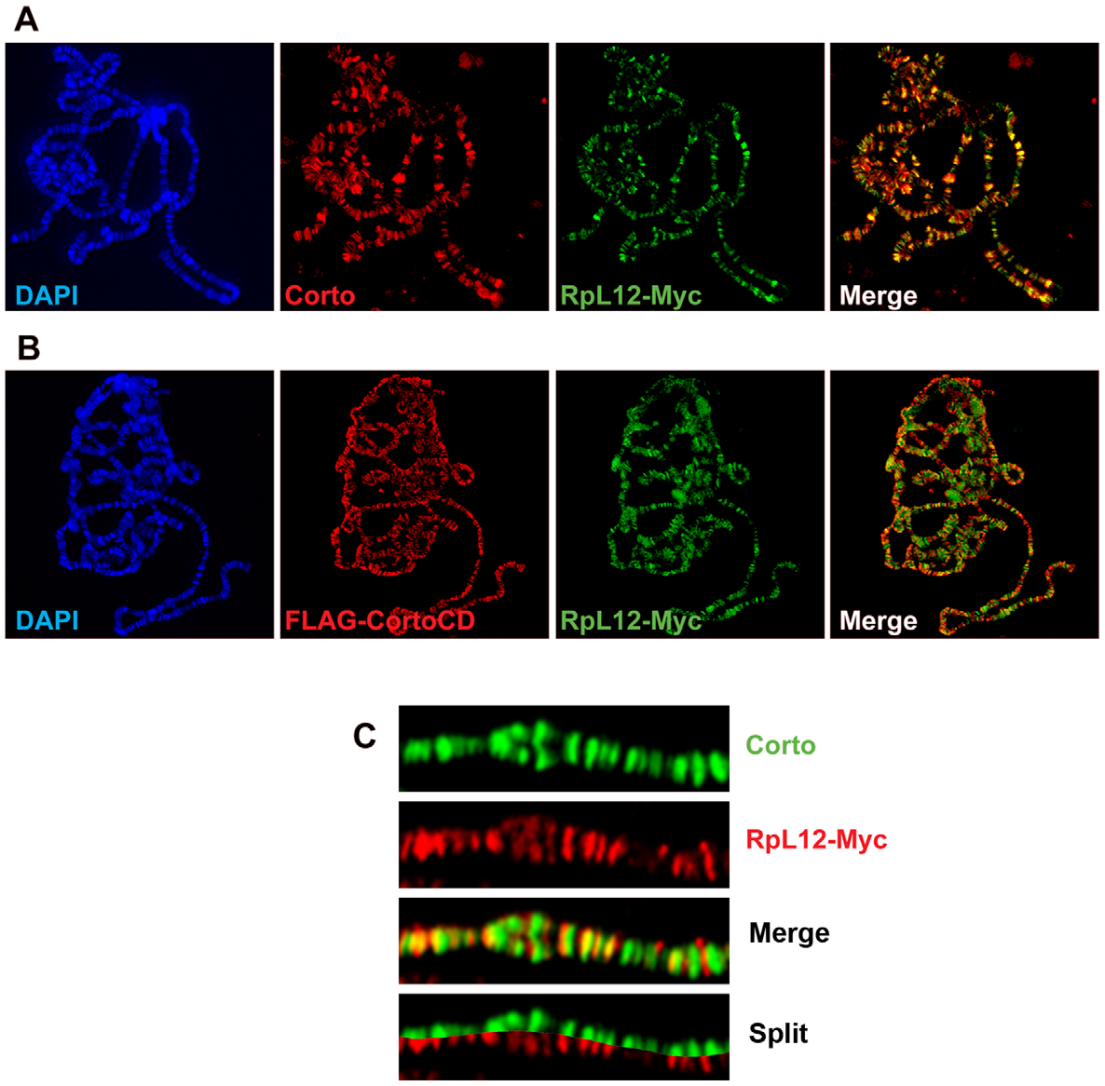
Corto and RPL12 share many sites on polytene chromosomes. (A) Polytene chromosomes from an *esg::Gal4>UAS::RpL12-Myc* larva immunostained with anti-Corto (red) and anti-Myc (green) antibodies. Many sites were common to Corto and RPL12-Myc. (B) Polytene chromosomes from an *esg::Gal4>UAS::FH-cortoCD*,*UAS::RpL12-Myc* larva immunostained with anti-FLAG (red) and anti-Myc (green) antibodies. Many sites were common to CortoCD and RPL12-Myc. (C) Close-up showing numerous co-localizations of RPL12 and endogenous Corto.

Chromatin environment of Corto and RPL12 was further analyzed using antibodies against epigenetic marks (H3K27me3, H3K4me3) and RNA Polymerase II (paused, *i.e.* phosphorylated on serine 5: RNAPolIIS5p; elongating *i.e.* phosphorylated on serine 2: RNAPolIIS2p) (Figure 7 and Figure 8). In agreement with our Biacore analyses, Corto did not bind centromeric heterochromatin – marked by H3K9me3 – and did not overlap with H3K27me3 (except at the tip of chromosome X) (Figure 7A). Similarly, very few co-localizations with H3K27me3 were observed for RPL12-Myc (Figure 8A). Corto, as well as RPL12-Myc, partially co-localized with H3K4me3 (Figure 7B, Figure 8B). However, whereas Corto showed preferential co-localization with RNAPolIIS5p *versus* RNAPolIIS2p (Figure 7), RPL12 shared but few sites with RNAPolIIS5p and strongly co-localized with RNAPolIIS2p (Figure 8), as previously described [22].

**Figure 7:**
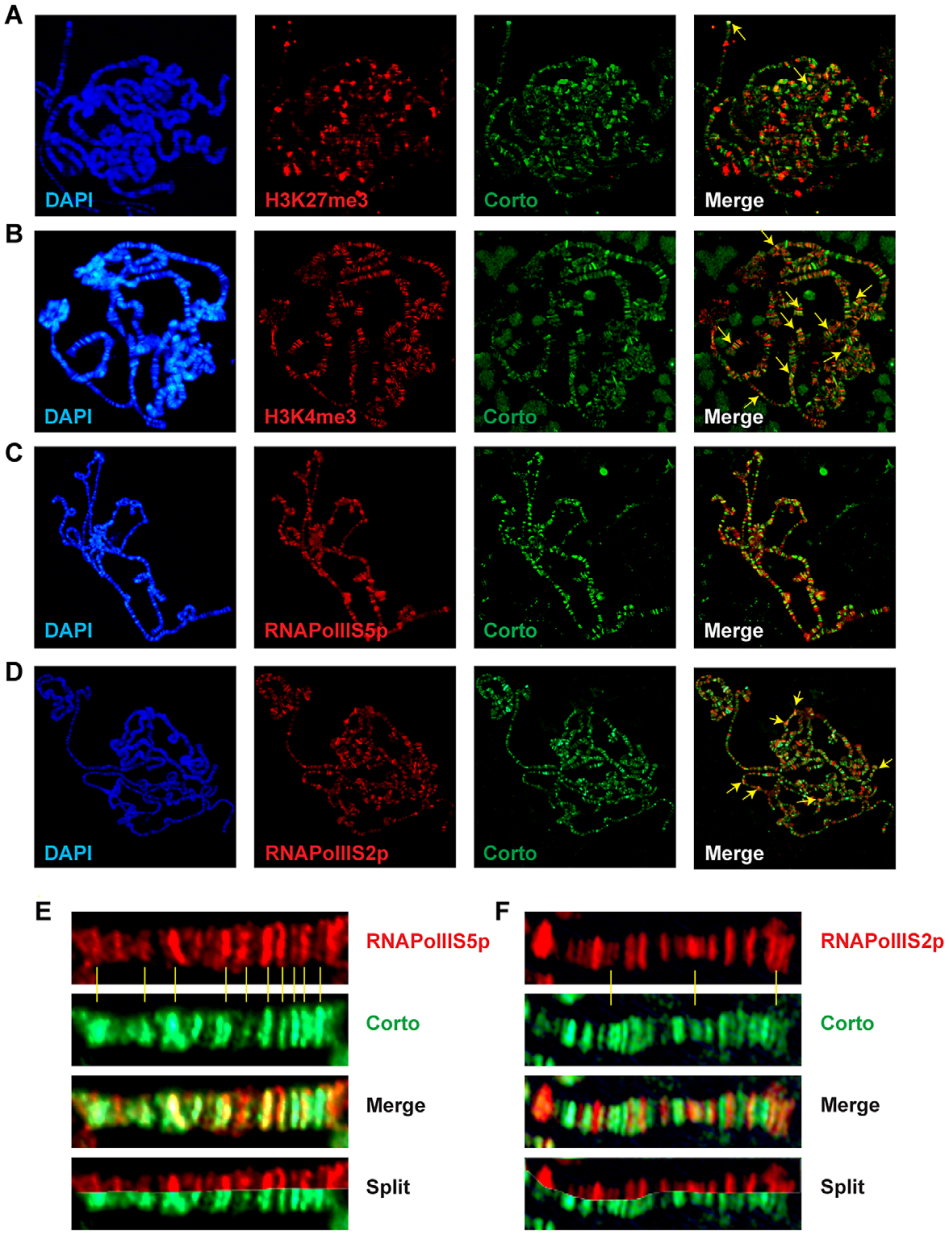
Chromatin environment of Corto. Co-immunostainings of salivary gland polytene chromosomes from *w^1118^* larvae using anti-Corto antibodies (green) and anti-H3K27me3 (A), anti-H3K4me3 (B), anti-RNAPolIIS5p (C) or anti-RNAPolIIS2p (D) antibodies (red). The two arrows in A point to X chromosome tips from two nuclei. Some co-localizations between Corto and H3K4me3 or RNAPolIIS2p are shown with yellow arrows on the merged pictures. (E) Close-up showing co-localizations of Corto and RNAPolIIS5p. (F) Close-up showing rare co-localizations of Corto and RNAPolIIS2p.

**Figure 8:**
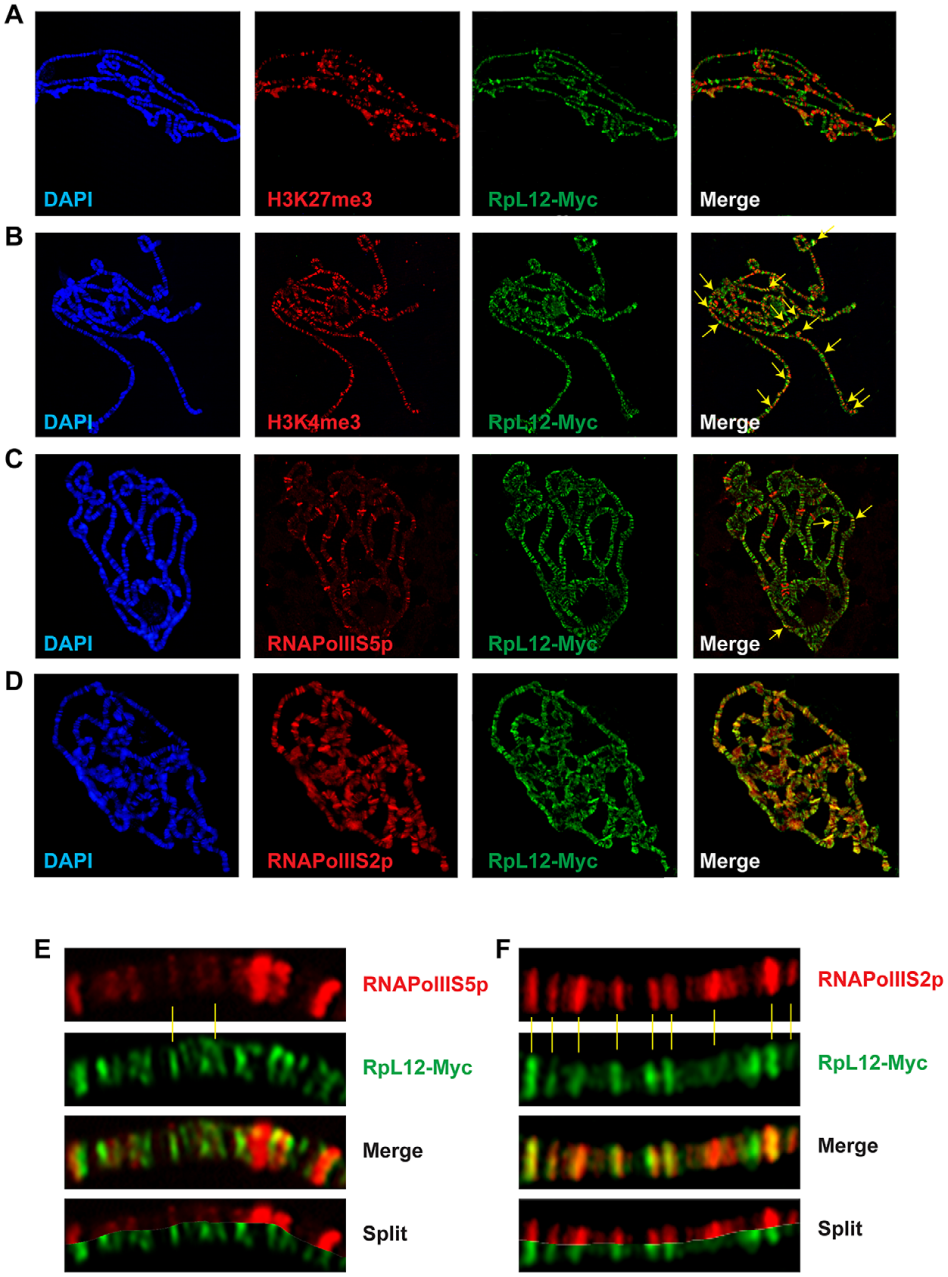
Chromatin environment of RPL12. Co-immunostainings of salivary gland polytene chromosomes from *esg::Gal4>UAS::RpL12-Myc* larvae using anti-Myc antibodies (green) and anti-H3K27me3 (A), anti-H3K4me3 (B), anti-RNAPolIIS5p (C) or anti-RNAPolIIS2p (D) antibodies (red). Some co-localizations between RPL12-Myc and H3K27me3, H3K4me3 or RNAPolIIS5p are shown with yellow arrows on the merged pictures. (E) Close-up showing few co-localizations of RPL12 and RNAPolIIS5p. (F) Close-up showing numerous co-localizations of RPL12 and RNAPolIIS2p.

Taken together, these data suggest that Corto and RPL12 mostly bind open, transcriptionally permissive chromatin.

### Genome-wide transcriptome analysis of wing imaginal discs over-expressing *cortoCD* or *RpL12*

To address the role of Corto and RPL12 in transcriptional regulation, we deep-sequenced transcripts from wing imaginal discs of third instar larvae over-expressing either *FH-cortoCD* or *RpL12-Myc* under control of the wing-specific *scalloped::Gal4* driver (*sd::Gal4>UAS::FH-cortoCD* or *sd::Gal4>UAS::RpL12-Myc*) (hereafter called assays). 

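Counts from 4 libraries were analysed, 1 per genotype, so that none of the values of this experiment has a replicate. The scalloped driver makes the yeast activator Gal4 in the wing disc, and Gal4 switches on a transgene placed behind UAS sites. FH-cortoCD is the chromodomain of Corto with Flag and HA tags, and RpL12-Myc is RPL12 with a Myc tag. The sd::Gal4/+ library carries the driver alone, and w1118 carries neither driver nor transgene. The authors deposited, for each read of the pairs, the number of alignments that overlapped the exons of each transcript or group of transcripts, without normalization. Both reads of a pair were summed. The totals were 43698298 counts for FH-cortoCD, 44736060 for RpL12-Myc, 35219666 for sd::Gal4/+ and 26833482 for w1118, over 30950 entries of the annotation. Many entries hold the exons shared by one particular set of transcripts, and others overlap. A read in overlapping entries is counted more than once, and the totals were 1.26 times the number of alignments in each library. Of the entries, 29238 were given the name of 1 of 14121 genes, and these held 98.3% of the counts. The genotype labels of the public record name the transgenes of the 2 assay libraries the other way round from the titles. The titles were kept, because the number of alignments behind each file equals the one that Table S14 gives for the library of that name (17536650 for the first reads of FH-cortoCD and 17976210 for those of RpL12-Myc).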

Total RNA from the assays, the *sd::Gal4/+* control or a *w^1118^* reference line were isolated from pools of wing imaginal discs and subjected to RNA-seq on an Illumina high throughput sequencer. Sequence reads were aligned with the *D. melanogaster* genome to generate global gene expression profiles. 

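The over-expressed genes were looked at first. RpL12 (FBgn0034968) lies on chromosome 2R of dm3, and its most abundant entry, an exon stretch of 255 bases between 19948199 and 19948516 that all 3 annotated transcripts share, had 29086 reads in the library labelled FH-cortoCD and 24106 in the library labelled RpL12-Myc. It had 17429 reads in sd::Gal4/+ and 9993 in w1118. After scaling for library size the log2 fold change against sd::Gal4/+ was 0.49 in the library labelled FH-cortoCD and 0.16 in the library labelled RpL12-Myc. The 2 entries at the 5′ end of the gene were raised more, by 1.46 and 1.48 in the former and by 1.15 and 1.17 in the latter, and the 2 entries at the 3′ end by 0.32 each in the former and by 0.0078 and 0.0094 in the latter. corto (FBgn0010313) lies on the minus strand of chromosome 3R. Its shortest transcript, from 909759 to 912749, had 5485 reads in the library labelled FH-cortoCD, 7366 in the library labelled RpL12-Myc, 6642 in sd::Gal4/+ and 4616 in w1118, with log2 fold changes of -0.53 and -0.16 in the assays. Its longest transcript fell by 0.58 and by 0.29 on the log2 scale in these libraries, and without scaling the latter value was 0.013. Each over-expressed gene thus had more reads in the library labelled for the other transgene. The tags were not counted, and transcripts of the transgenes cannot be separated from those of the endogenous genes in these counts. FH-cortoCD holds only the chromodomain, while the corto entries cover whole transcripts, so their reads do not measure this transgene alone. The assays are therefore named below by the labels of their libraries.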

Sequence reads of the assays were compared to sequence reads of the *sd::Gal4/+* control. Differential analyses were performed to obtain adjusted *P*-values associated to expression changes for the assays compared to the *sd::Gal4/+* control. In addition, sequence reads from the *w^1118^* reference line were compared to sequence reads of the *sd::Gal4/+* control. This reference was used to fix the threshold of the adjusted *P*-value to get only 1% of transcripts as differentially expressed in this control experiment (false discovery rate). 

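In the counts analysed here, 279 of the 30950 entries, or 0.901%, had an adjusted P-value below 4e-18 between the w1118 and sd::Gal4/+ libraries. Among the 25112 entries with a read in either library the share was 1.11%. The adjusted P-value at which 1% of entries passed was 3.07e-16. At the cutoff of 4e-18, and with no limit on the fold change, 3402 entries passed for the library labelled FH-cortoCD and 3538 for the library labelled RpL12-Myc, or 11.0% and 11.4% of all entries. The test sets the reads of 1 library against those of another, so it compares libraries and not genotypes. The alternative that moved the share for w1118 most was an adjusted P-value cutoff of 0.05, under which 10.9% of entries passed.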

By doing so, we obtained an adjusted *P*-value cutoff of 4.10^−18^. Using this threshold, we retrieved the highest expression variations from the two assays [with absolute log_2_(assay/control)>1]. 463 genes were upregulated when over-expressing c*ortoCD* (Table S3). Among them, 314 were also upregulated when over-expressing *RpL12*, representing 75% of all genes upregulated by *RpL12* over-expression (Table S4). Furthermore, 211 genes were down-regulated when over-expressing *cortoCD* (Table S5). Among them, 197 were also down-regulated when over-expressing *RpL12*, representing 67% of all genes down-regulated by *RpL12* over-expression (Table S6). These results are summarized on Figure 9 and Table S7. They suggest that Corto and RPL12 share many transcriptional targets. 

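With TMM scaling in both the test and the fold change, 290 genes had at least 1 entry with an adjusted P-value below the cutoff and a log2 fold change above 1 in the library labelled FH-cortoCD. Of these genes, 3 also had an entry called lower. The scale of the fold change moved this number most among the normalizations. With log2 taken of the read counts themselves, 464 genes were called higher, including all 290. The assay library was larger than sd::Gal4/+ by 0.25 on the log2 scale for FH-cortoCD and by 0.31 for RpL12-Myc, and unscaled fold changes of all genes are shifted upwards by these amounts.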

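In the library labelled RpL12-Myc 208 genes were called higher than in sd::Gal4/+, and 163 of them were also called higher in the library labelled FH-cortoCD. This is 78.4% of the genes called in the former and 56.2% of those called in the latter. The genes with the largest rise in both, ranked by the smaller of their rises among genes with at least 10 reads in each of the 3 libraries, were RNaseMRP:RNA, dpy and Obp56d. RNaseMRP:RNA (FBgn0065098, chromosome 3R from 19555770 to 19556151, minus strand) is a structural RNA and had 641 and 505 reads in the assays and 11 in sd::Gal4/+, with log2 fold changes of 5.61 (adjusted p = 3.27e-149 from the binomial test of edgeR) and 5.21 (adjusted p = 1.16e-110). An entry of dpy (FBgn0053196) of 7278 bases, shared by 10 transcripts on chromosome 2L from 4555206 to 4562483, had 3523 and 2921 reads against 157, log2 fold changes of 4.24 and 3.91. Obp56d (FBgn0034470), an odorant-binding protein gene on chromosome 2R from 15590635 to 15591300, had 1032 and 284 reads against 16, log2 fold changes of 5.76 and 3.84. These 3 genes had 12, 139 and 13 reads in w1118. Simulated libraries without any change, set against a shared simulated control, gave 0 genes called higher in both assays in each of 20 draws. They held only counting noise or the spread between the control libraries, under which calls at this cutoff are hardly possible. The 0 therefore says nothing about a difference that the assay libraries share.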

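A total of 354 genes were called lower in the library labelled FH-cortoCD after TMM scaling. Genes called higher were 45.0% of all calls there and 30.6% in the library labelled RpL12-Myc, whereas with unscaled read counts they were 68.7% and 58.8%, with 211 and 296 genes called lower. Scaling by DESeq2 size factors gave 352 genes called lower for FH-cortoCD and scaling by total counts gave 410. The balance also depended on other settings. With TMM scaling and w1118 as the control, 363 genes were higher and 292 lower for FH-cortoCD, but 256 and 448 for RpL12-Myc. At an adjusted P-value cutoff of 0.05 the numbers were 966 and 937 for FH-cortoCD, and 836 and 1182 for RpL12-Myc.

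**Figure D1:**
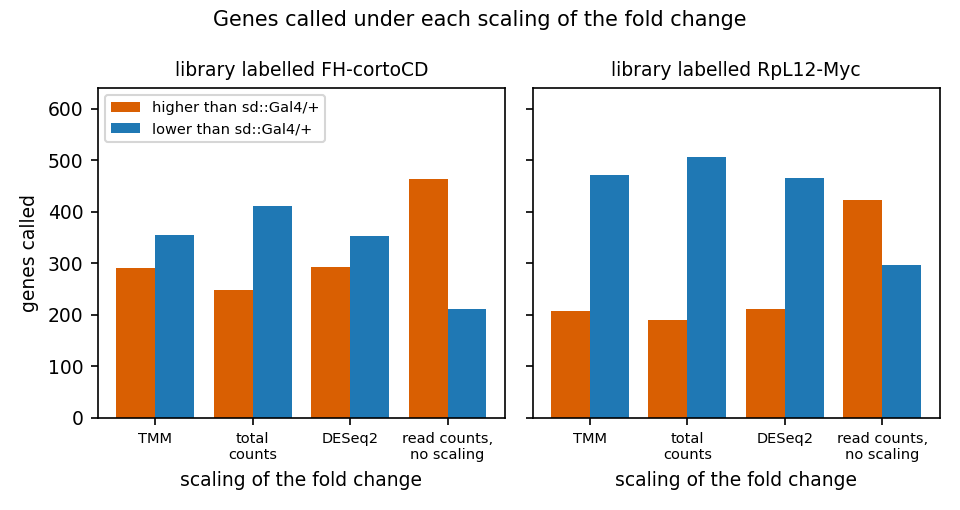
Number of genes called (vertical axis) higher (orange) or lower (blue) than sd::Gal4/+ in the library labelled FH-cortoCD (left) and in the library labelled RpL12-Myc (right), by the scaling used for the fold change. Lower calls outnumber higher calls under TMM (354 against 290 and 471 against 208), total counts and DESeq2, and higher calls outnumber lower calls without scaling (464 against 211 and 422 against 296).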

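In the library labelled RpL12-Myc 471 genes were called lower, and 324 of them, or 68.8%, were also called lower in the library labelled FH-cortoCD. They were 91.5% of the genes called lower there. With w1118 in place of sd::Gal4/+ as the control, 279 genes were called lower in both assays, 240 of them among the 324. The largest falls, ranked by the smaller of the falls in the assays among genes with at least 10 reads in each of the 3 libraries, were in transcripts of the mitochondrial genome. mt:ND4L (FBgn0013683, from 9544 to 9834) had 33 and 19 reads in the assays against 2698 in sd::Gal4/+, log2 fold changes of -6.60 and -7.46, and 180 reads in w1118. mt:tRNA:Leu-TAG (FBgn0013698) had 18 and 14 reads against 1386, log2 fold changes of -6.52 and -6.94. mt:ND6 (FBgn0013685, from 9970 to 10494) had 66 and 33 reads against 3640, log2 fold changes of -6.04 and -7.09. All 13 mitochondrial messengers were called lower in both assays, with medians of -3.39 and -4.24, while their median in w1118 was -0.044. In w1118 they ranged from -3.56 (mt:ND4L) to 0.68, with 8 lower and 1 called lower. With w1118 as the control the log2 fold changes of mt:ND4L in the assays were -3.04 and -3.90.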

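Of 2849 entries past the P-value cutoff in both assays, 2848 changed in the same direction. Both changes are taken against the same control library, and no value of this share for unchanged libraries was computed. At the level of genes, 7 were called in opposite directions in the assays. The 2 assay libraries were about as close to each other as the 2 controls were. Over 13480 entries with at least 100 reads in every library, the standard deviation of the log2 ratio was 0.207 between the assays and 0.212 between w1118 and sd::Gal4/+, but 0.530 and 0.555 between each assay and sd::Gal4/+ and 0.551 and 0.574 between each assay and w1118. The assays were also separated from the controls by measures taken before any gene was counted. Of the first reads that passed quality control, 77.4% and 72.4% aligned once in the libraries labelled FH-cortoCD and RpL12-Myc, against 90.1% in sd::Gal4/+ and 89.4% in w1118. As each of these sets holds only assays or only controls, the difference between assays and controls has no value within a set. From the overlap of the genes called in the assays, the paper proposes that Corto and RPL12 share transcriptional targets.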

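Of the 93 cytosolic ribosomal protein genes of the annotation, 49 were called higher in the library labelled FH-cortoCD, and 28 higher and 1 lower in the library labelled RpL12-Myc. A gene counts there by any of its entries, and RpL12 was called only by its 2 entries at the 5′ end. At the most abundant entry, 36 and 15 genes had a log2 fold change above 1. Adjusted over the list alone, the counts by any entry were also 49, 28 and 1. As 58 of these genes stand in Tables S3 to S7 (Table S4 in part), which were drawn up from the same libraries, such counts are not independent evidence. The 18 heat shock genes examined had a median log2 fold change of 0.97 in the library labelled FH-cortoCD and 0.70 in the library labelled RpL12-Myc, each above all of 10000 random lists of the same size matched on mean expression, whose highest medians were 0.46 and 0.49. In w1118 their median was -0.21, below all random lists there (lowest -0.15), so these genes also differed between the control libraries. Of the 18 genes, 16 were higher than in sd::Gal4/+ in each assay, and Hsp27 and DnaJ-1 were lower. 8 of them were called higher in the library labelled FH-cortoCD and 6, all Hsp70 genes, in the library labelled RpL12-Myc. The counts adjusted over the list alone were also 8 and 6. Tables S3 to S7 hold 9 of the 18, and 6 are the Hsp70 genes. Of the 11 constitutive chaperone genes, 10 had reads in both libraries of each comparison, and 5 stand in these tables. The medians of the 10 were 0.25 and 0.50, at percentiles 77.7 and 97.3 of their random lists.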

Strikingly, analysis of Gene Ontology (GO) revealed that common upregulated genes were enriched in the “translation” (54.4% for Corto and 38.3% for RPL12) and “response to heat” (11.9% for Corto and 9.8% for RPL12) categories (Figure 10 and Tables S8, S9, S10, S11).

**Figure 9:**
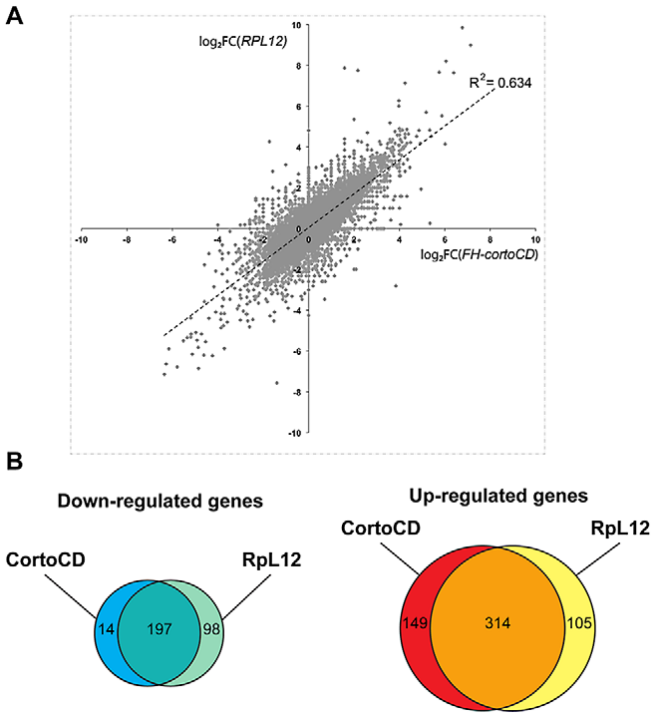
Comparison of genes deregulated by *cortoCD* and *RpL12* over-expression. (A) Scatter plot of log_2_ fold changes (FC) showing (*sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+*) on X-axis and (*sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+*) on Y-axis before cutoff. Note the high correlation coefficient (R^2^ = 0.634). (B) Venn diagrams showing the intersection of genes deregulated in *FH-cortoCD* and *RpL12-Myc* over-expressions after cutoff [*P*-value<4.10^−18^; absolute log_2_(assay/control)>1]. See Tables S3, S4, S5, S6, S7 for detailed gene lists.

**Figure 10:**
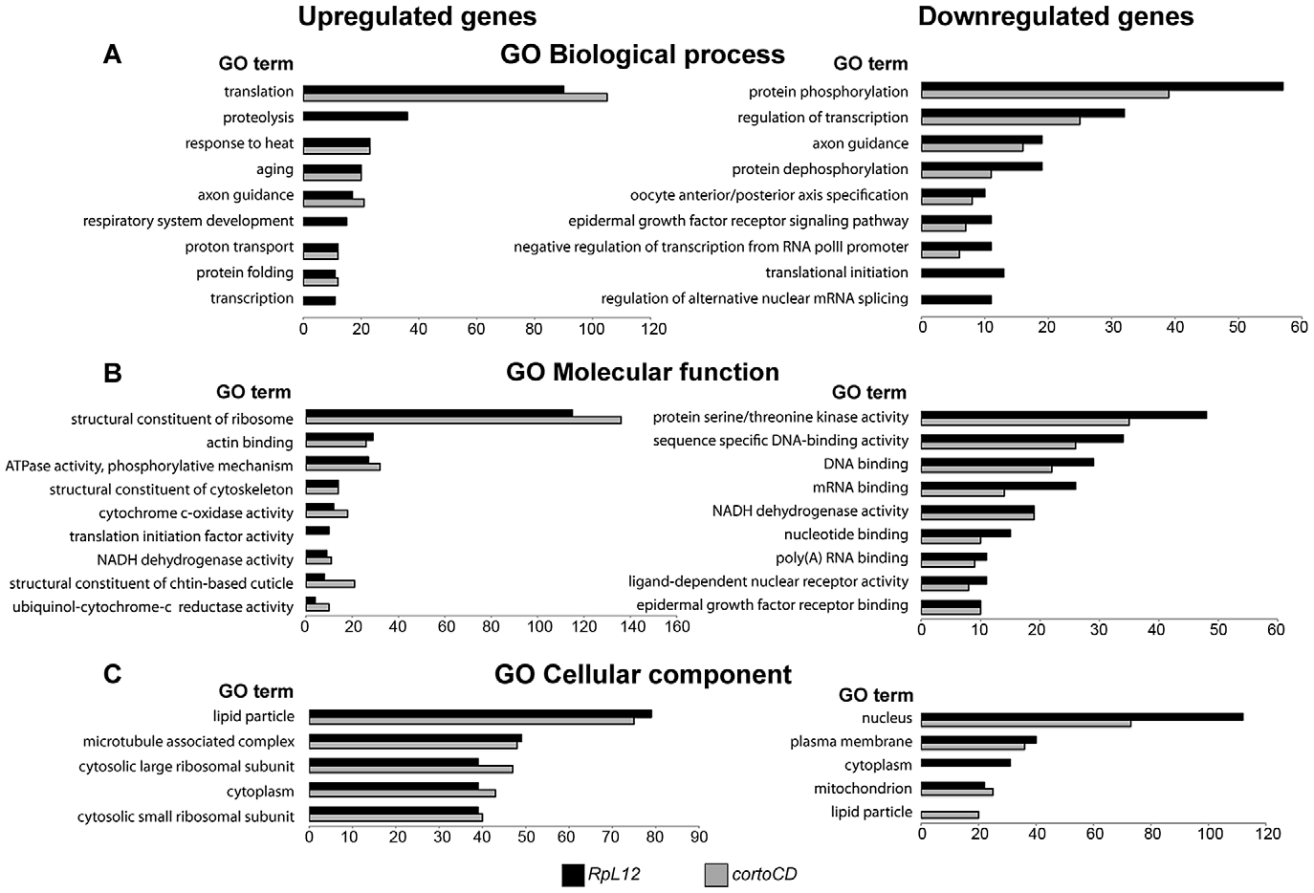
Ontology of genes deregulated in wing imaginal discs over-expressing *cortoCD* or *RpL12*. Gene Ontology (GO) term enrichment of genes deregulated by CortoCD and RPL12 considering DAVID identification [67]. Highly represented, non-redundant categories were selected according to the hypergeometric test adjusted *P*-values. The number of genes in each category is shown on the X-axis. GO of biological process (A), molecular function (B) and cellular component (C) of genes upregulated (left) and down-regulated (right) by over-expression of *RpL12* (black) or *cortoCD* (grey). Full GO data (GO ID, description, number of genes in each category, enrichment and adjusted *P*-values) for each category are presented in Tables S8, S9, S10, S11.

### *hsp70* is a direct transcriptional target of Corto and RPL12

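Across 22737 entries with at least 1 read in the 3 libraries, the log2 fold changes of the 2 assays against sd::Gal4/+ had a squared Pearson correlation of 0.634. The correlation is across entries of the annotation, which are not independent replicates. Both fold changes are taken against the same control library, so part of this value arises without any effect. Simulated libraries with no change, set against a shared simulated control, gave a mean of 0.273 in 20 draws with the counting noise of read pairs. With the spread between w1118 and sd::Gal4/+ the mean was 0.266. When FH-cortoCD was set against sd::Gal4/+ and RpL12-Myc against w1118, so that no control was shared, the value was 0.318, and it was 0.336 with the controls exchanged. Simulated libraries gave 0.000122 for separate controls. Entries with few reads lowered the value. With at least 100 reads in every library it was 0.862 against the shared control and 0.741 and 0.732 against separate controls.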

The high correlation between genes deregulated when over-expressing either *cortoCD* or *RpL12* (R^2^ = 0.634) (Figure 9) as well as the numerous co-localizations of CortoCD and RPL12 on polytene chromosomes suggest that some deregulated genes were direct targets of Corto and RpL12. To test this hypothesis and to get insight in the functional interaction between Corto and RPL12, we focused on *hsp70* that was one of the shared upregulated genes (Figure S4). 

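The 6 Hsp70 genes lie in 2 clusters on chromosome 3R and are near-identical copies. Reads matching more than once were removed by the authors, so the counts rest on the positions in which the copies differ and could still be shared among them. All 6 genes were called higher in both assays. Their median log2 fold change was 1.90 in the library labelled FH-cortoCD and 1.31 in the library labelled RpL12-Myc, and -0.23 in w1118. Hsp70Aa (FBgn0013275, from 7779885 to 7782514, minus strand) had 7048, 6244, 2041 and 1391 reads in FH-cortoCD, RpL12-Myc, sd::Gal4/+ and w1118, and Hsp70Ab (FBgn0013276, from 7784275 to 7786673) had 7268, 6355, 2096 and 1449 reads. The log2 fold changes in the assays were 1.54 and 1.31 for Hsp70Aa and 1.54 and 1.29 for Hsp70Ab. The largest rise was in Hsp70Bbb (FBgn0051354), with 2241, 1490, 425 and 296 reads and log2 fold changes of 2.15 (adjusted p = 1.38e-230 from the binomial test of edgeR, on the reads of 2 libraries) and 1.50 (adjusted p = 2.85e-92). Hsp70Ba, Hsp70Bb and Hsp70Bc lay between 1.87 and 1.96 in the library labelled FH-cortoCD and between 1.28 and 1.41 in the library labelled RpL12-Myc. Among the alternatives, w1118 as the control moved the median for FH-cortoCD most, to 2.21, and unscaled counts moved that for RpL12-Myc most, to 1.62.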

We analyzed binding of CortoCD and RPL12 by chromatin immunoprecipitation before and after heat shock in wing imaginal discs (Figure 11). qPCR analyses were performed using a set of primers that cover the promoter and gene body of *hsp70* [28].

**Figure 11:**
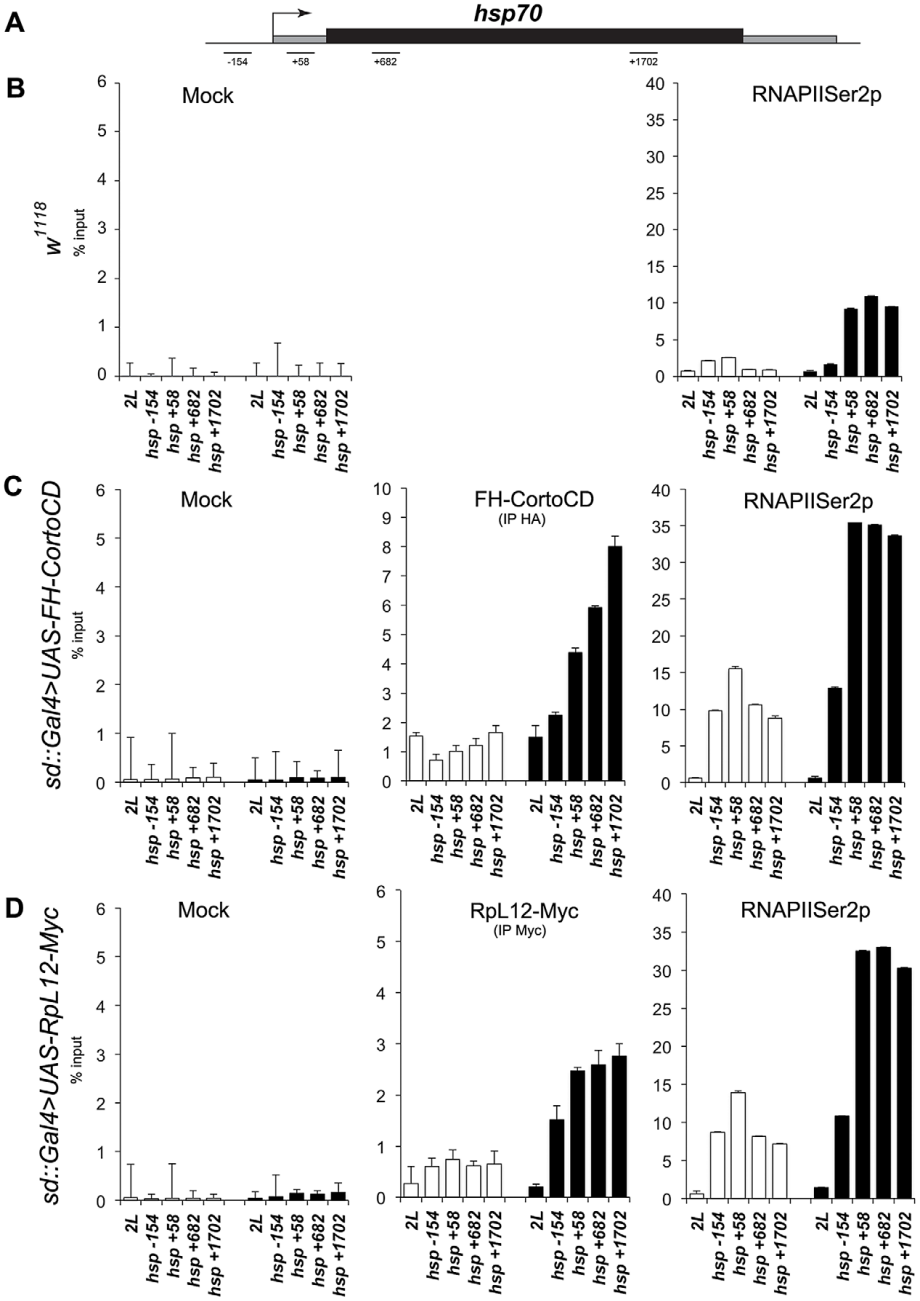
Occupancy of the *hsp70* gene by CortoCD and RPL12 is enhanced upon heat shock. (A) General structure of *hsp70* genes. qPCR amplicons are indicated. Coordinates of qPCR amplicons relative to *hsp70* transcriptional start site are indicated (from [28]). (B) ChIP-qPCR analysis of *hsp70* from *w^1118^* wing imaginal discs using mock or anti-RNAPolIISer2p antibodies. (C) ChIP-qPCR analysis of *hsp70* from *sd::Gal4>UAS-FH-CortoCD* wing imaginal discs using mock, anti-HA, or anti-RNAPolIISer2p antibodies. (D) ChIP-qPCR analysis of *hsp70* from *sd::Gal4>UAS-RpL12-Myc* wing imaginal discs using mock, anti-Myc, or anti-RNAPolIISer2p antibodies. White and black histograms represent ChIP-qPCR data without or with 5 minutes heat shock, respectively. 2L: negative control amplified from an intergenic region located on the left arm of chromosome 2 (coordinates 11.413.862 to 11.413.946) that does not present any read in our RNA-seq analysis and is enriched in H3K27me3 in wing imaginal dics [64]. Error bars represent coefficients of variation obtained from 4 independent experiments.

At 25°C, in control *w^1118^* discs, higher RNAPolII occupancy of the promoter as compared to the gene body suggests that *hsp70* was paused, corroborating previous results [28]. In wing imaginal discs overexpressing either *cortoCD* or *RpL12* (*sd::gal4>UAS-FH-CortoCD* or *sd::gal4>UAS-RpL12-Myc*), CortoCD and RPL12 bound *hsp70* indicating that this gene was a direct target of both proteins. Simultaneously, RNAPolII binding was increased but kept the same profile suggesting that the gene was still paused but more loaded with RNAPolII. This could explain why more transcripts were generated. Thus, these data suggest that Corto, as well as RPL12, favors recruitment of RNAPolII on *hsp70* in absence of heat shock.

After a short heat shock (5 minutes), CortoCD, as well as RPL12, were massively recruited on *hsp70*. Interestingly, CortoCD and RPL12 displayed the same binding profile *i.e.* increased binding from 5′ to 3′ of the gene body. CortoCD and RPL12 recruitment followed *hsp70* transcription as revealed by enhancement of RNAPolII on gene body. Strikingly, recruitment of RNAPolII was higher in wing discs expressing *cortoCD* or *RpL12* than in control wing discs, suggesting that Corto and RPL12 control transcriptional activation of *hsp70*.

## Discussion

Chromodomains play a critical role in addressing transcriptional regulators to chromatin. Investigating the role of the ETP Corto's chromodomain, we found that it is a typical chromodomain, acting as a chromatin-targeting module. Surprisingly, the Corto chromodomain does not bind methylated histones, as most known chromodomains do, but Ribosomal Protein L12 trimethylated on lysine 3 (RPL12K3me3). In agreement, RPL12 and Corto share many sites on polytene chromosomes. Transcriptomic analyses of wing imaginal tissues in which either *cortoCD* or *RpL12* were over-expressed reveal that a large fraction of deregulated genes are common. Chromatin immunoprecipitation experiments reveal that CortoCD and RPL12 similarly bind one of these shared upregulated genes, *hsp70*, and are massively loaded on the promoter and gene body after heat shock. Hence, the ETP Corto and RPL12 might indeed be partners in regulation of some transcriptional targets.

### RPs and regulation of gene expression

The ETP Corto is a partner of Polycomb and Trithorax complexes and participates in epigenetic maintenance of gene expression, notably of homeotic genes [15],[17]. Multiple Corto binding sites on polytene chromosomes as well as pleiotropic phenotypes of *corto* mutants show that Corto transcriptional targets are numerous and involved in many developmental pathways. The interaction reported here between Corto and RPL12 raises the interesting possibility of a connection between RPs and epigenetic regulation of gene expression. Our previous investigations into Corto partners have highlighted its interaction with several PcG proteins, leading to the conclusion that Corto might regulate PRC1 and PRC2 functions [18]. Strikingly, RPs also co-purify with PRC1 [29]. Moreover, the ETP DSP1, that binds Corto, directly interacts with RPS11 [30]. Another ETP, ASXL1, belongs to the repressor complex H1.2 that also contains RPs [31]. Presence of RPs in the direct environment of chromatin binding factors, notably ETP, seems then to be a widespread situation. However, the role of RPs in these cases could be related to structure preservation and not to transcriptional regulation *per se*.

Apart from protein synthesis, RPs are involved in many cellular functions referred to as “extra-ribosomal” (reviewed in [32]). The first report on an RP's role in transcriptional regulation came from *E. coli* where RPS10 is involved in anti-termination of transcription [33]. Many eukaryotic RPs, notably RPL12, regulate their own transcription, basically by regulating their own splicing (reviewed in [34]).

For more than 40 years, many genetic screens to isolate new *Polycomb* (*PcG*) and *trithorax* (*trxG*) genes in flies have identified *Minute* mutants as *PcG* and *trxG* modifiers [14]. Indeed, *Minute* mutations suppress the ectopic sex comb phenotype of *Polycomb* or *polyhomeotic* mutants [35], [36]. *D. melanogaster Minute* loci are disseminated throughout the genome and many correspond to RP genes ([37] and references therein). *Minute* mutations might indirectly suppress phenotypes of *PcG* mutants by lengthening development, thus globally counteracting homeosis. However, *Minute* mutants can exhibit *PcG* mutant phenotypes, which is at variance with this assumption. For example, mutants in *stubarista* that encodes RP40 exhibit transformation of arista into legs [38].

Quasi-systematic presence of RPs at sites of transcription on Drosophila polytene chromosomes [22] as well as direct interaction between several RPs and histone H1 in transcriptional repression [39], suggest that RPs could actively participate in transcription modulation. Massive recruitment of Corto and RPL12 on *hsp70* upon transcriptional activation as well as similarity between their occupancy profiles and the one of RNA polymerase II suggest that these two proteins could travel along the gene body together with the transcriptional machinery. Interestingly, BRM, the catalytic subunit of the SWI/SNF TrxG complex, associates with components of the spliceosome [40] that contains several RPs including RPL12 [41]. Overall, these findings lead us to favor the hypothesis of an active involvement of RPs in regulation of gene expression.

### RP combinations and post-translational modifications, a ribosomal code for transcription?

Whether individual RPs regulate transcription independently of other RPs or in the context of a ribosome-like complex is an interesting and much debated question (reviewed in [42]). Many data point to a collaborative role of RPs in transcription. In *D. melanogaster*, at least 20 RPs as well as rRNAs are present at transcription sites on polytene chromosomes, suggesting that they could be components of ribosome-like subunits [22]. Genome-wide ChIP-on-chip analyses of RPL7, L11 and L25 in *S. pombe* reveal a striking similarity of their binding sites, suggesting that they might bind chromatin as complexes [43]. Along the same line, mass spectrometry of Corto partners identified not only RPL12 but also RPL7, L27, S10, S11 and S14, indicating that Corto might interact *via* RPL12 with several RPs that could form a complex. Interestingly, RPL12 and L7 form a flexible protruding stalk in ribosomes that acts as a recruitment platform for translation factors [44]. Our results might point to the existence of pseudo-ribosomes composed of several RPs on chromatin. The role of RPs in nuclear translation has been very much debated and whether these pseudo-ribosomes are involved in translation is still unknown [45]. However, this possibility seems unlikely in view of the numerous data showing lack of translation factors in nuclei as well as association on chromatin between RPs and both nascent coding and non-coding RNAs [46]. Overall, these data suggest that pseudo-ribosomal complexes composed of various RPs are associated on chromatin and could thus participate in transcriptional regulation.

Like histones, RPs are subjected to a plethora of post-translational modifications including ubiquitinylations, phosphorylations, acetylations and methylations ([47] and references therein). We show here that the Corto chromodomain binds RPL12K3me3. Strikingly, the chromodomain protein CBX1, a human homolog of *Drosophila* HP1β, also interacts with RPL12 [48], suggesting that chromodomain binding to methylated RPL12 might be conserved. It is tempting to speculate about a role for RPL12 methylation in chromodomain protein recruitment to chromatin. This mechanism might be analogous to the one by which histone methylation marks, such as H3K27me3, recruit the PRC1 complex, *i.e.* by binding of the Polycomb chromodomain to methyl groups. Under this hypothesis, RPL12K3me3 might recruit Corto to chromatin. In yeast and *A. thaliana*, RPL12 can be trimethylated on lysine 3 by methyl-transferase SET11/Rkm2 [25], [47], [49]. Rkm2 is conserved in *Drosophila* and abundantly transcribed in S2 cells as well as all along development [50]. It would be interesting to determine whether this enzyme is an RPL12K3 methyl-tranferase in *Drosophila*.

Based on the existence of a panel of ribosomes composed of diverse RPs bearing various post-translational modifications, it was proposed that selective mRNA translation might depend on a ribosome code similar to the histone code [51]. Our results lead us to suggest that such a ribosome code might also concern regulation of gene transcription.

### Ribosomal homeostasis by coordinated transcriptional regulation of RPs

Surprisingly, GO analysis of RPL12 and Corto upregulated genes reveals that the “translation” and “structural component of ribosomes” categories are over-represented. Interestingly, the expression of RP genes decreases in *RPL12A* mutants in yeast [51]. Our finding that over-expression of *Drosophila RpL12* increased RP gene expression reinforces the idea that RPL12 can activate RPs at the transcriptional level. Moreover, up-regulation of ribosome related genes is also observed in mutants of *ash2* that encodes a TrxG protein, and that genetically interacts with *corto* [15], [52]. Hence RPL12, Corto and chromatin regulators of the TrxG family might all participate in dynamic coordination of ribosome biogenesis thus controlling cell growth. 

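Of the cytosolic ribosomal protein genes, 89 had more than 3 reads in a library. The median of their log2 fold changes against sd::Gal4/+ was 0.65 in the library labelled RpL12-Myc and 0.83 in the library labelled FH-cortoCD. Both lay above all of 10000 random lists matched on mean expression, whose highest medians were 0.32 and 0.28. In w1118 the median was -0.14, below all of its random lists, whose lowest median was -0.062, so the control libraries differed in these genes as well, in the other direction. A total of 76 genes were higher and 13 lower in the library labelled RpL12-Myc, against 82 and 7 in the library labelled FH-cortoCD. The scaling that moved the medians most was none, which gave 0.96 and 1.08. For RpS10 and RpS14 Table S2 lists 1 product each, those of RpS10b and RpS14a, and the paralogues RpS10a and RpS14b were looked at as well. Of the genes whose products Table S2 lists and these paralogues, those given here were higher in both, apart from RpS10a (FBgn0027494), for which no difference was detectable at 1 to 4 reads per library. RpL27 (FBgn0039359, chromosome 3R from 21509460 to 21510813) rose most among them, with 115859 reads in the library labelled RpL12-Myc, 157054 in the library labelled FH-cortoCD, 26028 in sd::Gal4/+ and 18329 in w1118, log2 fold changes of 1.85 and 2.34. RpS14b (FBgn0004404) was called higher in both, at 1.03 and 1.39, but in the library labelled RpL12-Myc it fell below the limit of 1 with the first reads alone (0.98) and, before rounding, under scaling by total counts (1.00). RpL7 (FBgn0005593) had 0.65 and 0.66, RpS10b (FBgn0285947) had 0.50 and 0.75, and RpS14a (FBgn0004403) had 0.32 and 0.72. These are values of the most abundant entry of each gene, and by another of their entries RpS10b was called higher in both and RpS14a in the library labelled FH-cortoCD. The copies RpS14a and RpS14b are neighbours of like sequence whose reads the counting could have split.

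**Figure D2:**
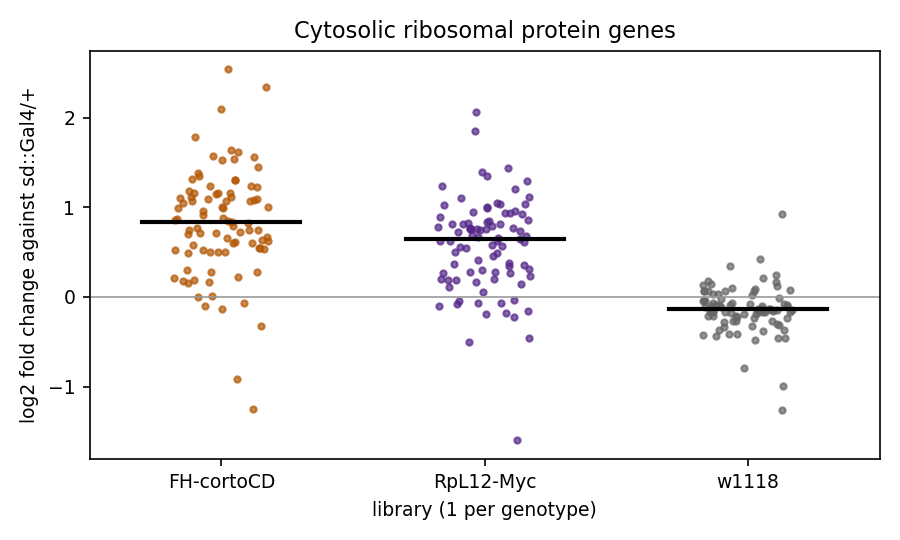
log2 fold change against sd::Gal4/+ (vertical axis) of each cytosolic ribosomal protein gene in the libraries labelled FH-cortoCD and RpL12-Myc and in w1118 (horizontal axis). Each point is 1 gene in 1 library, sideways scatter carries no value, and bars are medians (0.83, 0.65 and -0.14).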

Intriguingly, we have recently shown that Corto interacts with an atypical cyclin, namely Cyclin G that also binds chromatin. This cyclin is suspected to control transcription of many genes, and controls cell growth [17], [53], [54]. These combined findings provide new avenues of research concerning transcriptional regulation of tissue growth homeostasis. Global regulation of genes involved in ribosome biogenesis could be a way to maintain this homeostasis. Co-regulation of genes involved in a given function has already been documented in eukaryotes. In *Drosophila*, housekeeping genes are co-regulated by the NSL complex and, in yeast, RPL12 coordinates transcription of genes involved in phosphate assimilation as well as RP genes [51], [55], [56]. As regulation of ribosome biogenesis is essential for cellular health and growth homeostasis [57], such a transcriptional co-regulation of RP genes might have evolved to insure that the cell's protein synthesis capacity can be rapidly adjusted to changing environmental conditions.

## Materials and Methods

### Cloning and site-directed mutagenesis

Clones and site-directed mutagenesis are described in Text S1. Primers are described in Table S12.

### Drosophila strains and genetics

*D. melanogaster* stocks and crosses were kept on standard medium at 25°C. *UAS::FH-cortoCD*, *UAS::FH-cortoΔCD* and *UAS::RpL12-Myc* transgenic lines were established by standard *P*-element mediated transformation. Over-expression was carried out using *Gal4* drivers either ubiquitous [*daughterless* (*da::Gal4*); *Actin5C* (*Act::Gal4*)], expressed in salivary glands [*escargot* (*esg::Gal4*)], or wing-specific [*scalloped* (*sd::Gal4*)]. Five females bearing the *Gal4* driver were crossed with three males bearing the *UAS* transgene or *w^1118^* as a control. Crosses were transferred to new vials every third day. The *sd::Gal4*, *UAS::FH-cortoCD* and *UAS::RpL12-Myc* lines were isogenized for six rounds with the isogenic *w^1118^* line, prior to deep-sequencing, as described [58]. Lethality was calculated as described [59].

### Peptide pull-down experiments and mass spectrometry

Cytoplasmic and nuclear extracts were prepared from 0–16 h embryos as described in [60]. GST or GST-CortoCD were covalently linked on agarose beads using the GST orientation kit (Pierce) following the manufacturer's instructions. 1 mg of protein extract was incubated with 200 µg of purified GST or GST-CortoCD in binding buffer [0.5 mM DTT, 0.1 mM EDTA, 4 mM MgCl_2_, 0.05% Igepal, 20 mM Hepes, 300 mM KCl, 10% glycerol, protease inhibitor cocktail (Roche)] for 1 h at 25°C. After 5 washes in binding buffer, bound polypeptides were resolved on a large 15% SDS–polyacrylamide gel and stained either with EZblue (Sigma) or with SilverQuest staining kit (Invitrogen). Bands were excised from the gel and were analyzed by LC-MS/MS mass spectrometry.

### Cell culture and transfection

S2 cells were cultured at 25°C in Schneider's *Drosophila* medium (Lonza) supplemented with 10% heat inactivated fetal bovine serum and 100 units.mL^−1^ of penicillin and streptomycin. Cells were transfected using Effecten (Qiagen) as described [61].

### Co-immunoprecipitations

Co-immunoprecipitations were performed as described [61] using anti-FLAG (Sigma F-3165) or anti-Myc (Santa Cruz, sc-40).

### Confocal imaging

S2 cells were harvested 24 h after transfection and treated as described [62]. For each transfection, 30 to 60 nuclei were analyzed with an SP5 confocal microscope (Leica microsystems) using LAS (Image Analysis Software).

### Real-time protein interaction assays (Surface Plasmon Resonance)

GST or GST fusion proteins were dialyzed using a Slide-A-Lyser cassette (Thermo Scientific) in running buffer (10 mM Hepes pH7.4, 150 mM NaCl, 3 mM EDTA, 0.005% P20 surfactant) (GE Healthcare). Real-time protein interaction assays were performed using a Biacore 3000. Kinetics and binding tests were first performed on empty surfaces. Data presented here result from substraction of empty surface RU (1 to 5 depending on the experiment) from active surface RU. GST was covalently coupled to a CM5 sensor chip (GE Healthcare) *via* its N-terminal amino acid. The carboxymethylated dextran surface was activated by injecting a mixture of 0.2 M 1-ethyl-3-(3-dimethylaminopropyl) and 0.05 M N-hydroxysuccinimide. GST was immobilized on the chip by injecting a 30 µg.mL^−1^ solution in NaAc pH5 buffer. GST-CortoCD and GST-HP1CD were immobilized by injecting a 100 µg.mL^−1^ solution in the same buffer. Binding tests were performed by injecting peptides at 1 or 10 µM in running buffer at a flow rate of 5 µL.min^−1^ during 5 min. Kinetic assays were performed only when the binding test was positive. Real-time monitoring was displayed in a sensorgram as the optical response (RU) *versus* time (s). To calculate association constants, peptides were diluted in series from 1 to 10 µM in running buffer and dilutions were injected sequentially at a flow rate of 5 µL.mn^−1^ during 5 min. Dissociation kinetics were then run during 10 min to calculate dissociation constants. Between assays, the chip was regenerated with 10 mM glycine pH2.0. Kinetic constants were calculated with BIAevaluation Software (Biacore) using the Fit kinetic simultaneous ka/kd (1∶1 binding; Langmuir algorithm). RPL12 peptides were synthesized at the IFR83 Peptide synthesis facility (Table S13). Histone peptides were provided by Diagenode (H3K27me3: sp-069-050; H3K4me3: sp-003-050; H3K9me3: sp-056-050; H3K4/K9um: sp-999-050; H3K27um: sp-998-050).

### Immunostaining of polytene chromosomes

Polytene chromosome immunostainings were performed as described [63] for all antigens except RNA Pol II, for which we used experimental conditions described in [64]. Mouse anti-FLAG (1∶20) (Sigma, F-3165), mouse anti-Myc (1∶20) (Santa Cruz, sc-40), rabbit anti-H3K4me3 (1∶40) (Diagenode, pAB-003), rabbit anti-H3K27me3 (1∶70) (Diagenode, pAB-069), rabbit anti-RNA Pol II Ser2p (1∶200) (Abcam, an5095), rabbit anti-RNA Pol II Ser5p (1∶40) (Covance, MMS-134R) and rabbit anti-Corto (1∶30) [18] were used as primary antibodies. Secondary antibodies [Alexa Fluor 488 goat anti-rabbit IgG (Molecular Probes, A-11008), Alexa Fluor 594 goat anti-mouse IgG (Molecular probes, A-11005) and Alexa Fluor 488 goat anti-mouse IgG, IgA and IgM (Molecular Probes, A-10667)] were used at a 1∶1000 dilution.

### RNA–seq and bioinformatics analysis

Wing imaginal discs of third instar female larvae (one disc per larva) were dissected by batches of 50 in ice-cold PBS and frozen in liquid nitrogen. 300 discs (6 batches) were pooled and homogenized in lysis buffer using a FastPrep-24 during 20 s at 4 m.s^−1^ (MP Biomedicals, Lysing Matrix D). Total RNA were extracted using RNeasy kit (Qiagen). Library preparation and Illumina sequencing (multiplexed 50 bp paired-end sequencing on HiSeq 2000) were performed at the BC Cancer Agency Genome Sciences Center (Canada). Messenger (polyA+) RNAs were purified from 4 µg of total RNA with oligo(dT). Libraries were prepared using the bi-directional RNA-Seq library preparation kit (Illumina). A mean of 46±11 million reads was obtained for each of the 4 samples (*w^1118^*, *sd::Gal4/+*; *sd::Gal4>UAS::cortoCD*; *sd::Gal4>UAS::RpL12*). 

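From the raw numbers of Table S14 the libraries held 54043854 reads (FH-cortoCD), 58704796 (RpL12-Myc), 40227456 (sd::Gal4/+) and 29918588 (w1118), both reads of a pair counted. Their mean was 45.7 M reads (M, mega), with a standard deviation across the 4 libraries of 13.1 M by the sample formula or 11.4 M by the population formula. The w1118 library, which sets the cutoff, was thus the smallest.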

Detailed informations on Paired-End read counts at each step of the analysis workflow are available in Table S14. Before mapping, poly N read tails were trimmed, reads ≤11 bases were removed, and reads with quality mean ≤12 were discarded. Reads were then aligned against the *D. melanogaster* genome (dm3 genome assembly, BDGP Release 5.38) using Bowtie mapper (version 0.12.7) [65]. Alignments from reads matching more than once on the reference genome were removed using Java version of samtools. To compute gene expression, *D. melanogaster* GFF3 genome annotation from FlyBase (version 5.38) was used. All overlapping regions between alignments and referenced exons were counted.

Technical replicates coming from paired-end reads were first summed. Then, all samples were normalized together. 

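The TMM factors computed from the 4 summed libraries were 0.967 for FH-cortoCD, 0.983 for RpL12-Myc, 1.01 for sd::Gal4/+ and 1.04 for w1118. The resulting library sizes were 1.19, 1.24 and 0.788 times that of sd::Gal4/+ for FH-cortoCD, RpL12-Myc and w1118.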

Data were normalized according to the scaling normalization proposed by Robinson and Oshlack and implemented in the edgeR package version 1.6.10 [66]. A Fisher's Exact Test was then performed using the sage.test function of the statmod package version 1.4.6. Finally, a Benjamini and Hochberg (BH) *P*-value adjustment was made. The RNA-Seq gene expression data and raw fastq files are available at the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number: GSE38435.

### Chromatin immunoprecipitation

Wing imaginal discs of third instar larvae were dissected by batches of 100 in serum-free Schneider medium at room temperature. They were fixed in 500 µL of paraformaldehyde 1% in PBS for 10 minutes at room temperature under gentle agitation. Cross-link reaction was stopped by adding 50 µL of glycine 1.25 M. Fixed wing discs were washed 3 times with PBS, dried, flash-freezed in liquid nitrogen and stored at −80°C. Cell lysis was performed by adding 100 µL of lysis buffer (140 mM NaCl, 10 mM Tris-HCl pH8.0, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, Roche complete EDTA-free protease inhibitor cocktail) complemented with 1% SDS, and sonicated in a Bioruptor sonifier (Diagenode). Conditions were established to obtain chromatin fragments from 200 to 1000 bp in length (30″ ON 30″ OFF, high power, 15 cycles). Pooled chromatin was centrifuged for 10 min at 13000 g at 4°C. The supernatant (soluble chromatin) was recovered and 5 µL were kept as input sample. For each IP, 10 µl of 50% (v/v) protein A or G coated paramagnetic beads (Diagenode) were washed once in lysis buffer, 1 µg of antibody was added, and beads were incubated for 2 h at 4°C on a rotating wheel. After washing, antibody coated beads were resuspended in 450 µL of lysis buffer and 50 µl of chromatin were added. After incubation on a rotating wheel overnight at 4°C, beads were washed at 4°C five times for 10 min each in lysis buffer, once in LiCl buffer (Tris-HCl 10 mM pH8, LiCl 0.25 M, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM EDTA) and twice in TE (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). Immunoprecipitated as well as input DNAs were purified with the IPure kit following the manufacturer's instructions (Diagenode). Elution was performed twice with 35 µl of water. 2 µl of DNA were used per PCR. Real-time PCR data were normalized against Input sample and depicted as percentage of Input (see Table S12 for primers).

Antibodies used for chromatin immunoprecipitation were anti-RNA Polymerase II S2p (Abcam, ab5095), anti-HA tag (Abcam, ab9110) and anti-Myc tag (Abcam, ab9132). Mouse IgGs were used as a negative control (Mock, Diagenode).

Heat shock treatments were performed as previously described [28]. Briefly, wing discs were subjected to instantaneous heat shock by addition of an equal volume of 48°C pre-heated Schneider medium. After keeping tubes at 37°C for 5 minutes, discs were immediately cooled down by addition of 1/3 total volume of 4°C medium.

## Supporting Information

Figure S1 CortoCD does not co-immunoprecipitate with nuclear ribosomal proteins RPL7, RPS10 and RPS14. (A) Transfection of FLAG-CortoCD and RPL7-Myc in S2 cells. (B) Transfection of FLAG-CortoCD and RPS10-Myc in S2 cells. (C) Transfection of FLAG-CortoCD and RPS14-Myc in S2 cells. Immunoprecipitations were performed with anti-Myc and revealed by Western blot with either anti-Myc (α-Myc) or anti-FLAG (α-FLAG). Spnt: supernatant, IP: immunoprecipitation.
(TIF) Click here for additional data file.

Figure S2 Corto overlaps with transcriptional factories. (A) Immunostaining of S2 cells with anti-Corto (green) and anti-PH (red) antibodies showing that Corto bodies and Polycomb bodies did not overlap. Blue: DAPI. Close-up of a nucleus. (B) Immunostaining of S2 cells with anti-Corto (green) and anti-RNAPolII (red) antibodies showing that Corto bodies and transcriptional factories overlapped. Blue: DAPI. Close-up of a nucleus.
(TIF) Click here for additional data file.

Figure S3 Real-time interaction binding assays. (A) Biacore sensorgram showing binding of H3K9me3 peptide (1 µg.mL-1) to GST-HP1CD, GST-CortoCD or GST. Binding (Y-axis, Response) is expressed in Resonance Unit (RU). Note that H3K9me3 bound GST-HP1CD as expected but did not bind GST-CortoCD or GST. (B) Biacore sensorgram showing binding of RpL12K3me3 or RpL12K3A peptides (10 µg.mL-1) to GST-HP1CD, GST-CortoCD or GST. Binding (Y-axis, Response) is expressed in resonance unit (RU).
(TIF) Click here for additional data file.

Figure S4 *hsp70* genes are upregulated when either *RpL12-Myc* or *FH-CortoCD* are expressed in wing imaginal discs. (A) Read count data and log_2_ fold change (FC) analysis relative to *sd::Gal4/+* for each *hsp70* transcript. (B) IGV (Integrative Genomics Viewer) screenshot showing read alignments along the *hsp70Ab* locus (3R:7,781,701–7,788,799) in control *w^1118^*, *sd::Gal4>UAS-RpL12-Myc* and *sd::Gal4>UAS-FH-cortoCD* wing imaginal discs. Sense reads appear in pink and reverse reads in blue.
(TIF) Click here for additional data file.

Table S1 Phenotypes of flies overexpressing *cortoCD* using ubiquitous Gal4 drivers. Three different insertions of the *cortoCD* transgene (named 231, 41 and 45) and one full-length *corto* transgene were analysed. nd: not determined. *: difference with driver alone highly significant (*p<1.5 10^−10^*, T Test). **: difference with driver alone significant (*p = 0.03*, Fisher's exact test); ***: difference with driver alone highly significant (*p<0.005*, Fisher's exact test).
(PDF) Click here for additional data file.

Table S2 Mass spectrometry analysis of peptides pulled down by CortoCD. Four bands (P30, P21, P20 and P15) were excised from the gel (see Figure 4) and analyzed by mass spectrometry.
(PDF) Click here for additional data file.

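Of the 675 entries read from Table S3, 672 have both read counts equal to those of the count files, for the libraries named in the title. The log2(FC) column equals log2 of the ratio of the 2 printed read counts in 665 of the 666 entries that print one, so its values are on the scale of the unscaled counts.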

Table S3 Genes up-regulated in *sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+*. FC: Fold Change.
(PDF) Click here for additional data file.

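From Table S4 only 20 entries, of 19 genes, were read here, and no overlap was computed with it. All 20 have the read counts of the files for the library labelled RpL12-Myc and for sd::Gal4/+.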

Table S4 Genes up-regulated in *sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+*. FC: Fold Change.
(PDF) Click here for additional data file.

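All 315 entries read from Table S5 carry the read counts of the files, and in each of the 311 with a fold change it is log2 of the ratio of the printed counts.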

Table S5 Genes down-regulated in *sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+*. FC: Fold Change.
(PDF) Click here for additional data file.

Table S6 Genes down-regulated in *sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+*. 

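The 458 entries read from Table S6, of 298 genes, all carry the read counts of the files for the library labelled RpL12-Myc and for sd::Gal4/+. In each of the 449 with a fold change it is log2 of the ratio of the printed counts.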

FC: Fold Change.
(PDF) Click here for additional data file.

Table S7 Genes de-regulated in sd::Gal4>UAS::FH-cortoCD *vs sd::Gal4/+* and *sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+*.
(PDF) Click here for additional data file.

Table S8 Ontology of genes up-regulated in *sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+*.
(PDF) Click here for additional data file.

Table S9 Ontology of genes down-regulated in *sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+*.
(PDF) Click here for additional data file.

Table S10 Ontology of genes up-regulated in *sd::Gal4>UAS:RpL12-Myc vs sd::Gal4/+*.
(PDF) Click here for additional data file.

Table S11 Ontology of genes down-regulated in *sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+*.
(PDF) Click here for additional data file.

Table S12 Primers used for constructs and qPCRs. Note that an ATG and two nuclear localization signals (underlined) were added to the forward and reverse primers of *cortoCD*, respectively. For *RpL12* mutants, the mutated triplet is underlined.
(PDF) Click here for additional data file.

Table S13 Sequences of the RpL12 peptides used in this study.
(PDF) Click here for additional data file.

Table S14 Read count data for sequencing experiments. For each edge of Paired-End sequenced samples (PE1 and PE2), the number of raw reads (raw), reads passing quality control filters (QC filter), uniq alignments (unig align) and the number of alignment used to estimate transcript abundance (transcript) are given.

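From these numbers, 95.3% and 95.03% of the first reads passed quality control in the libraries labelled FH-cortoCD and RpL12-Myc, against 89.8% in sd::Gal4/+ and 90.4% in w1118. The alignments used for transcript abundance, both reads summed, were 34774016, 35612033, 27993267 and 21244667 in the same order.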

(PDF) Click here for additional data file.

Text S1 Supporting methods.
(DOC) Click here for additional data file.

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S1 — Phenotypes of flies overexpressing cortoCD using ubiquitous Gal4 drivers. Three different insertions of the cortoCD transgene (named 231, 41 and 45) and one full-length corto transgene were analysed. nd: not determined. *: difference with driver alone highly significant (p<1.5 10−10, T Test). **: difference with driver alone significant (p = 0.03, Fisher's exact test); ***: difference with driver alone highly significant (p<0.005, Fisher's exact test).

| <b>Genotype</b>                         | <b>Flies<br/>observed</b> | <b>Lethality<br/>(%)</b> | <b>Duplicated<br/>macro-<br/>chaetae<br/>(%)</b> | <b>Aristapedia<br/>(%)</b> | <b>Sex comb<br/>teeth</b><br>(n = number of<br>male first legs<br>observed) | <b>Rotated<br/>genitalia<br/>(%)</b><br>(n = number of<br>males observed) |
|-----------------------------------------|---------------------------|--------------------------|--------------------------------------------------|----------------------------|-----------------------------------------------------------------------------|---------------------------------------------------------------------------|
| <i>Act::Gal4&gt;UAS::FH-cortoCD-231</i> | 73                        | 63.0                     | 32.8***                                          | 35.6***                    | 8.8 ± 0.8*<br>(n=46)                                                        | nd                                                                        |
| <i>Act::Gal4&gt;UAS::FH-cortoCD-41</i>  | 143                       | 79.0                     | 30.0***                                          | 34.3***                    | 9.2 ± 1.1*<br>(n=35)                                                        | nd                                                                        |
| <i>Act::Gal4&gt;UAS::FH-cortoCD-45</i>  | 67                        | 76.0                     | 31.3***                                          | 43.3***                    | 8.6 ± 0.5*<br>(n=10)                                                        | nd                                                                        |
| <i>Act::Gal4/+</i>                      | 164                       | 22.5                     | 3.6                                              | 0.6                        | 10.8 ± 0.7<br>(n=41)                                                        | nd                                                                        |
| <i>da::Gal4&gt;UAS::FH-cortoCD-231</i>  | 93                        | 91.0                     | 9.7***                                           | 38.7***                    | 8.8 ± 0.8*<br>(n=54)                                                        | 55.0***<br>(n=45)                                                         |
| <i>da::Gal4&gt;UAS::FH-cortoCD-41</i>   | 34                        | nd                       | 8.8**                                            | 67.6***                    | 8.7 ± 0.9*<br>(n=30)                                                        | 59.0***<br>(n=16)                                                         |
| <i>da::Gal4&gt;UAS::FH-cortoCD-45</i>   | 0                         | 100.0                    | -                                                | -                          | -                                                                           | -                                                                         |
| <i>da::Gal4/+</i>                       | 202                       | 19.0                     | 2.0                                              | 0                          | 11.2 ± 0.8<br>(n=80)                                                        | 0                                                                         |
| <i>arm::Gal4&gt;UAS::corto</i>          | 210                       | 58.0                     | 8.1                                              | 15.0***                    | 10.9 ± 0.8<br>(n=58)                                                        | 19.4***<br>(n=110)                                                        |
| <i>arm::Gal4/+</i>                      | 200                       | 5.0                      | 6.5                                              | 0                          | 11.2 ± 0.9<br>(n=50)                                                        | 0<br>(n=100)                                                              |

**Table S1**

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S2 — Mass spectrometry analysis of peptides pulled down by CortoCD. Four bands (P30, P21, P20 and P15) were excised from the gel (see Figure 4) and analyzed by mass spectrometry.

**Table S2**

| Band | Protein | CG         | MW<br>(Da) | Score | Peptides | Coverage<br>% | Sequences                                                   |
|------|---------|------------|------------|-------|----------|---------------|-------------------------------------------------------------|
| P30  | RpL7    | CG4897-PA  | 29534      | 107   | 2        | 10            | R.QRVPITDNFVIER.K<br>R.IAEPYITWGYPNLK.S                     |
| P21  | RpS11   | CG8857     | 18101      | 38    | 2        | 9             | K.QFGVNLNR.K<br>R.DYLFHFVR.K                                |
| P20  | RpS10   | CG14206-PC | 17867      | 42    | 1        | 8             | K.GDVGPGAGEVEFR.G                                           |
|      | RpL12   | CG3195-PA  | 17585      | 56    | 2        | 14            | K.IGPLGLSPK.K<br>R.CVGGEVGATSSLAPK.I + carbamidomethyl (C)  |
|      | RpL27   | CG4759-PA  | 15893      | 79    | 2        | 15            | R.YTAHDISFEK.L<br>K.SLNYNHLMPTR.Y + oxidation (M)           |
| P15  | RpS14   | CG1524-PB  | 16255      | 82    | 3        | 17            | K.EEVQVQLGPQVR.D<br>R.IEDVTPIPSDSTR.R<br>R.IEDVTPIPSDSTRR.K |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S3 — Genes up-regulated in sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+. FC: Fold Change.

Table S3

|                  |             |             |     |   |              |                 |
|------------------|-------------|-------------|-----|---|--------------|-----------------|
| <b>Jon65Aiv</b>  | FBgn0250815 | FBtr0077040 | 704 | 5 | 7,35623E-175 | <b>7,13750</b>  |
| <b>yip7</b>      | FBgn0040060 | FBtr0077038 | 282 | 2 | 6,30492E-70  | <b>7,13955</b>  |
| <b>CG30031</b>   | FBgn0050031 | FBtr0088123 | 243 | 1 | 2,03050E-61  | <b>7,92481</b>  |
| <b>Jon65Aiii</b> | FBgn0035665 | FBtr0077041 | 585 | 2 | 2,34171E-149 | <b>8,19229</b>  |
| <b>CG33333</b>   | FBgn0053333 | FBtr0083441 | 119 | 0 | 5,38256E-31  | <b>Infinity</b> |
| <b>gammaTry</b>  | FBgn0010359 | FBtr0088159 | 123 | 0 | 4,24171E-32  | <b>Infinity</b> |
| <b>Jon25Bi</b>   | FBgn0020906 | FBtr0100432 | 201 | 0 | 1,27844E-52  | <b>Infinity</b> |
| <b>Jon25Bi</b>   | FBgn0020906 | FBtr0079054 | 201 | 0 | 1,27844E-52  | <b>Infinity</b> |
| <b>deltaTry</b>  | FBgn0010358 | FBtr0088124 | 255 | 0 | 7,45484E-67  | <b>Infinity</b> |
| <b>CG42834</b>   | FBgn0262023 | FBtr0303853 | 278 | 0 | 6,67100E-73  | <b>Infinity</b> |
| <b>CG14332</b>   | FBgn0038509 | FBtr0083446 | 394 | 0 | 1,97948E-103 | <b>Infinity</b> |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S4 — Genes up-regulated in sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+. FC: Fold Change.

|                 |             |                                     |      |   |              |          |
|-----------------|-------------|-------------------------------------|------|---|--------------|----------|
| <b>Jon25Bi</b>  | FBgn0020906 | FBtr0079054                         | 627  | 0 | 4,81400E-160 | Infinity |
| <b>CG42834</b>  | FBgn0262023 | FBtr0303853                         | 99   | 0 | 3,91641E-25  | Infinity |
| <b>Jon25Bi</b>  | FBgn0020906 | FBtr0100432                         | 627  | 0 | 4,81400E-160 | Infinity |
| <b>betaTry</b>  | FBgn0010357 | FBtr0088122                         | 77   | 0 | 1,61178E-19  | Infinity |
| <b>gammaTry</b> | FBgn0010359 | FBtr0088159                         | 853  | 0 | 2,70298E-218 | Infinity |
| <b>Phae1</b>    | FBgn0263234 | FBtr0080334                         | 106  | 0 | 1,11263E-26  | Infinity |
| <b>CG31789</b>  | FBgn0051789 | FBtr0081071                         | 523  | 0 | 1,28207E-133 | Infinity |
| <b>fu12</b>     | FBgn0026718 | FBtr0079703,FBtr0079704,FBtr0302160 | 131  | 0 | 3,39076E-33  | Infinity |
| <b>Mur29B</b>   | FBgn0051901 | FBtr0079607                         | 245  | 0 | 2,68673E-62  | Infinity |
| <b>dro2</b>     | FBgn0052279 | FBtr0073059                         | 348  | 0 | 9,41430E-89  | Infinity |
| <b>CG32302</b>  | FBgn0052302 | FBtr0072881                         | 875  | 0 | 5,91697E-224 | Infinity |
| <b>CG33333</b>  | FBgn0053333 | FBtr0083441                         | 251  | 0 | 6,34766E-64  | Infinity |
| <b>alphaTry</b> | FBgn0003863 | FBtr0088161                         | 398  | 0 | 1,96420E-101 | Infinity |
| <b>CG8661</b>   | FBgn0030837 | FBtr0074444                         | 106  | 0 | 1,11263E-26  | Infinity |
| <b>CG15044</b>  | FBgn0030928 | FBtr0074627                         | 144  | 0 | 2,37484E-36  | Infinity |
| <b>CG14332</b>  | FBgn0038509 | FBtr0083446                         | 142  | 0 | 4,11540E-36  | Infinity |
| <b>CG15818</b>  | FBgn0031910 | FBtr0079442                         | 593  | 0 | 1,84237E-151 | Infinity |
| <b>CG6933</b>   | FBgn0036952 | FBtr0074853,FBtr0074854,FBtr0074855 | 266  | 0 | 1,06148E-67  | Infinity |
| <b>deltaTry</b> | FBgn0010358 | FBtr0088124                         | 1855 | 0 | 0            | Infinity |
| <b>CG7465</b>   | FBgn0035551 | FBtr0073306                         | 1184 | 0 | 2,83852E-303 | Infinity |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S5 — Genes down-regulated in sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+. FC: Fold Change.

Table S5

|                |             |                         |   |     |             |           |
|----------------|-------------|-------------------------|---|-----|-------------|-----------|
| <b>CG42235</b> | FBgn0250757 | FBtr0290139             | 0 | 104 | 4,86609E-35 | -Infinity |
| <b>CG42235</b> | FBgn0250757 | FBtr0290140             | 0 | 92  | 5,45626E-31 | -Infinity |
| <b>CG2187</b>  | FBgn0017448 | FBtr0085861,FBtr0303376 | 0 | 60  | 3,18975E-20 | -Infinity |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S6 — Genes down-regulated in sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+. FC: Fold Change.

Table S6

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S7 — Genes de-regulated in sd::Gal4>UAS::FH-cortoCD vs sd::Gal4/+ and sd::Gal4>UAS::RpL12-Myc vs sd::Gal4/+.

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S12 — Primers used for constructs and qPCRs. Note that an ATG and two nuclear localization signals (underlined) were added to the forward and reverse primers of cortoCD, respectively. For RpL12 mutants, the mutated triplet is underlined.

**Supplementary Table 12: Primers used for constructs and qPCRs.**

Note that an ATG and two nuclear localization signals (underlined) were added to the forward and reverse primers of *cortoCD*, respectively. For *RpL12* mutants, the mutated triplet is underlined.

| Constructs       | Forward Primer (5' → 3')              | Reverse Primer (5' → 3')                                                        |
|------------------|---------------------------------------|---------------------------------------------------------------------------------|
| <i>corto</i>     | CACCATGACGATGGCCGCTGT                 | CACGTTGTAGCAGGAGATCTGCG                                                         |
| <i>cortoCD</i>   | CACCATG <u>CAGCAGCAACACCACCGCCAT</u>  | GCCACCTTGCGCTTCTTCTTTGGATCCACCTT<br>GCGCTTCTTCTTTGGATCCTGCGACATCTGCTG<br>GTGCTG |
| <i>cortoΔCD</i>  | GACGGCCAGTCTTAAGCTCGGG                | TACCCGGGCGCTGTTGCTGCTGGCAGTCTG                                                  |
| <i>AbdB-m</i>    | GATTTGTGCTTCGCTCTGTTG                 | GGCGACACGATGTTTTGATTGTG                                                         |
| <i>RpL12</i>     | CACCATGCCTCCCAAATTCGACCCAA            | GACCATCTTGCGCAGCAGACGG                                                          |
| <i>RpL12K3A</i>  | CACCATGCCTCCC <u>G</u> CCTTCGACCCAAAC | GTTGGGTGCAAG <u>G</u> CGGGAGGCATGGTG                                            |
| <i>RpL12K10A</i> | CACCCGGAAGTTG <u>C</u> CCTTGGTGACCTG  | CAGGTACACCAAGGCAACTTCCGTTGG                                                     |
| <i>RpL12K39A</i> | GGTCTGTCGCCCGCCAAAATCGGTGATG          | CATCACCGATTTTGGCGGGCGACAGACC                                                    |
| <i>RpL12R66A</i> | CCATCCAGAACG <u>C</u> CCAGGCCGCCATC   | GATGGCGGCCTGGGCGTTCTGGATGG                                                      |
| <i>RpL12K82A</i> | CGCTGATCATCG <u>C</u> CGCTCTGAAGGA    | TCCTTCAGAGCGGCGATGATCAGCG                                                       |
| <i>HP1CD</i>     | CACCATGGGCAAGAAAATCGACAA CCC          | TTCTTCGGACTTTCGCTTGCTTGC                                                        |
| <i>RpS4</i>      | CACCATGGCTCGTGGCCCCAAGAAG             | GTGGGTCTTGGCGGCCAGAC                                                            |
| <i>RpS10</i>     | CACCATGTTCAATCCAAAAGCCAAT             | ATTGTCGTAGCGAGAAGCAC                                                            |
| <i>RpS14</i>     | CACCATGGCACCCAGGAAGGCTAAA             | CAGACGACGACCACGGCGAC                                                            |

| PCRs              | Forward Primer (5' → 3')  | Reverse Primer (5' → 3')      |
|-------------------|---------------------------|-------------------------------|
| <i>2Ls</i>        | ATATCCTTAACCCCGGCATC      |                               |
| <i>2La</i>        |                           | TGTGGATCCCATACCGTTTT          |
| <i>hsp70-200</i>  | TGCCAGAAAGAAAACCTCGAGAAA  |                               |
| <i>hsp70-108</i>  |                           | GACAGAGTGAGAGAGCAATAGTACAGAGA |
| <i>hsp70+4</i>    | CAATTCAAACAAGCAAAGTGAACAC |                               |
| <i>hsp70+112</i>  |                           | TGATTCACCTTAACTTGCACTTTA      |
| <i>hsp70+645</i>  | ATATCTGGGCGAGAGCATCACA    |                               |
| <i>hsp70+718</i>  |                           | GTAGCCTGGCGCTGGGAGTC          |
| <i>hsp70+1649</i> | GGGTGTGCCCCAGATAGAAG      |                               |
| <i>hsp+1754</i>   |                           | TGTCGTTCTTGATCGTGATGTTT       |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S13 — Sequences of the RpL12 peptides used in this study.

**Table S13**

| <b>Name</b> | <b>Sequence</b>                                |
|-------------|------------------------------------------------|
| RpL12um     | NH2- <b>PPK</b> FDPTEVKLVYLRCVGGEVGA-COOH      |
| RpL12K3me2  | NH2- <b>PPK(me2)</b> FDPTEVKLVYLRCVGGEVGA-COOH |
| RpL12K3me3  | NH2- <b>PPK(me3)</b> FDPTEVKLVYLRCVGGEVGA-COOH |
| RpL12K10me3 | NH2- <b>PPK</b> FDPTEVK(me3)LVYLRCVGGEVGA-COOH |
| RpL12K3A    | NH2- <b>PPA</b> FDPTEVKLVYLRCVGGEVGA-COOH      |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Table S14 — Read count data for sequencing experiments. For each edge of Paired-End sequenced samples (PE1 and PE2), the number of raw reads (raw), reads passing quality control filters (QC filter), uniq alignments (unig align) and the number of alignment used to estimate transcript abundance (transcript) are given.

**Table S14**

| Sample                             | PE1 raw    | PE1 QC filter | PE1 uniq align | PE1 transcript | PE2 raw    | PE2 QC filter | PE2 uniq align | PE2 transcript |
|------------------------------------|------------|---------------|----------------|----------------|------------|---------------|----------------|----------------|
| <i>w1118</i>                       | 14,959,294 | 13,526,593    | 12,090,029     | 10,916,840     | 14,959,294 | 12,919,001    | 11,501,663     | 10,327,827     |
| <i>sd::Gal4/+</i>                  | 20,113,728 | 18,068,426    | 16,281,367     | 14,226,767     | 20,113,728 | 17,801,481    | 15,947,510     | 13,766,500     |
| <i>sd::Gal4&gt;UAS::FH-cortoCD</i> | 27,021,927 | 25,744,406    | 19,924,474     | 17,536,650     | 27,021,927 | 25,501,106    | 19,605,738     | 17,237,366     |
| <i>sd::Gal4&gt;UAS::RpL12-Myc</i>  | 29,352,398 | 27,894,821    | 20,185,717     | 17,976,210     | 29,352,398 | 27,701,450    | 19,827,704     | 17,635,823     |

# Supplementary material for: New Partners in Regulation of Gene Expression: The Enhancer of Trithorax and Polycomb Corto Interacts with Methylated Ribosomal Protein L12 Via Its Chromodomain
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003006. doi: 10.1371/journal.pgen.1003006
**Supplement:** Text S1 — Supporting methods.

**Text S1. Supporting methods.**

**Cloning and site-directed mutagenesis**

*corto* and its chromodomain (CD) were amplified from clone NB67 [1]. *RpL12* was amplified from cDNAs of *w1118* embryonic cDNAs. Amplifications were performed with *Pfu* DNA Polymerase (Fermentas)and primers indicated in Table S12. Amplicons were cloned into *pENTR/D*, checked by sequencing, and introduced into Gateway expression vectors by LR recombination (Invitrogen). Vectors *pARW* (mRFP tag), *pAGW* (EGFP tag), *pAFHW* (FLAG and HA tags) and *pAWM* (Myc tag) were used for expression in S2 cells, and vectors *pPFHW* (FLAG and HA tags) and *pPWM* (Myc tag) were used for transgenic lines (https://dgrc.cgb. indiana.edu/vectors). *pENTR/D-cortoΔCD* was obtained by digestion of *pENTR/D-corto* with *SmaI* and *AflII* which removed a fragment from *corto* ATG to the end of the chromodomain. The open vector was ligated to a PCR fragment obtained with primers *cortoΔCD* (Table S12) that covers the region upstream of the chromodomain. *RpL12* mutagenesis was performed by PCR amplification of *pENTR/D-RpL12* using primers indicated in Table S12. After digestion of template DNA by *DpnI*, PCR products were used to transform *E. coli DH5α*. Mutated cDNA were checked by sequencing, then transferred into *pARW* by LR recombination. The *pGEX-corto* vector and its derivatives, as well as preparation and induction of GST fusion proteins, were previously described [1].

**Immunostaining of S2 cells**

S2R+ cells were fixed in 1% paraformaldehyde 10 min on ice, rinsed twice with PBS, permeabilized 15 min in 0.5% Triton and washed. They were blocked in 5% bovine serum albumin in PBS and incubated overnight with primary antibodies at a 1:50 dilution for rat Corto antibodies [1], 1:100 for rabbit anti-PH antibodies (kind gift from Dr. G. Cavalli), and 1:200 dilution for mouse anti-RNAPolII (Diagenode, AC.55-100). After washing, they were incubated with fluorescent secondary antibody at a 1:1000 dilution during 1 h (Alexa Fluor 488 goat anti-rat IgG A-11006, Alexa Fluor 594 goat anti-mouse IgG A-11032, Alexa Fluor 594 goat anti-rabbit IgG A-11037, Molecular Probes), washed, stained with DAPI and mounted in Mowiol/DABCO. Images were acquired with a Carl Zeiss Confocal SP5 miscroscope.

1. Salvaing J, Lopez A, Boivin A, Deutsch JS, Peronnet F (2003) The Drosophila Corto protein interacts with Polycomb-group proteins and the GAGA factor. Nucleic Acids Res 31: 2873-2882.

How the deposited data were processed for this re-analysis (not part of the article)

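RNA of wing imaginal discs of larvae in the third instar was sequenced in 4 libraries, 1 each for sd::Gal4>UAS::FH-cortoCD, sd::Gal4>UAS::RpL12-Myc, sd::Gal4/+ and w1118, and each library came from a pool of 300 discs in 6 batches. By the paper's methods, polyadenylated RNA was sequenced as read pairs, and after quality filters the reads were aligned with Bowtie to the dm3 assembly. Reads matching more than once were removed. The authors deposited, for each read of the pairs, the count of alignments overlapping the exons of each entry of the FlyBase annotation, as whole numbers without normalization. They also deposited a ratio, the fraction of the library's transcript alignments that each count makes up, which was used here only to check the labels.

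Judged by their lengths, many entries of the files hold the exons shared by one particular set of transcripts, with exceptions such as the 4 entries of corto, which overlap. Of 11395 transcripts found in more than 1 entry and in the reference annotation, 2509 had entries whose lengths added up to the exon length, and 1 had a single entry of that length. The median difference was 0.320% for the sum and 31.1% for the closest single entry. The reference annotation was used for names and lengths only, and all coordinates are those of the files. 1712 entries, with 1.70% of the counts, had no name and were kept as 963 separate loci.

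The counts of both reads of a pair were summed. Each assay, and w1118, was compared with sd::Gal4/+ by the binomial test of edgeR 4.0.16 in R 4.3.3, the successor of the function used in the paper, with TMM library sizes from all 4 libraries and Benjamini-Hochberg adjustment over 30950 entries. A gene was called when at least 1 entry had an adjusted P-value below 4e-18 and an absolute log2 fold change above 1, and called in both assays when it was called the same way in each. With 1 library per genotype there is no replicate check, and both reads of a pair come from 1 fragment, so the counts overstate the number of independent observations. On simulated counts with 200 changed entries out of 30950, changed by 2 on the log2 scale and with a mean of at least 200 reads, the test recovered 200 for FH-cortoCD against sd::Gal4/+ and 199 for RpL12-Myc against sd::Gal4/+, and called 0 of the unchanged entries in each. Smaller changes and entries with fewer reads were not simulated. Between w1118 and sd::Gal4/+ the common dispersion was 0.0132.

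The genes named were RpL12 and corto, the Hsp70 genes, the ribosomal protein genes of Table S2 with the paralogues RpS10a and RpS14b, and the 3 genes with the largest rise and the 3 with the largest fall among genes called the same way in both assays, with at least 10 reads in each of the 3 libraries, ranked by the smaller of the changes in the assays. Gene lists were written for cytosolic and mitochondrial ribosomal proteins, heat shock genes, Hsp70, constitutive chaperones, midgut, salivary gland, fat body, muscle, blood cells, neurons, the ecdysone response, transgene vectors and dosage compensation. Each gene entered with its most abundant entry, and a list's median was set among 10000 random lists in which every member was replaced by one of the 200 genes nearest in mean expression. The tests, the alternatives, the rule for named genes and these lists were chosen before the data were examined. Excepted are the tests named below as chosen only after the result was seen. All these choices came after Tables S3 to S7, which print read counts of called genes, had been read. Added lists of midgut and fat body genes were written later, after the first lists had been looked at.

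The alternatives were fold changes from unscaled counts, DESeq2 1.42.0 size factors, total counts, the adjusted P-value at which 1% of entries passed in w1118, an adjusted P-value cutoff of 0.05, an absolute log2 limit of 2, at least 10 reads in every library, each read of the pairs alone, w1118 as the control, the most abundant entry of each gene, the exact test of edgeR with the dispersion of the control libraries, and a loess correction for length. GC content was not used here. The gene ontology tables, the chromatin immunoprecipitation and the binding experiments were not analysed here.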

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

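The tests in this part, on fat body, muscle and the difference between the assay and control libraries, were all chosen only after the result was seen.

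Fat body genes stood out because they differed between the control libraries, a comparison the paper uses only to set its threshold. The 8 genes of the list had a median log2 fold change of -3.998 in w1118 against sd::Gal4/+. The sd::Gal4/+ library expressed all 8 at 10 CPM or more, and 2 of them stand in Tables S3 to S7. Fbp1 had 697 reads in w1118 and 25614 in sd::Gal4/+, and Lsp2 had 289 and 9781. The 6 Lsp and Fbp genes were under -3, while Col4a1 (-0.033) and vkg (-0.015), which other tissues also make, were not. The medians in the libraries labelled FH-cortoCD and RpL12-Myc were -0.19 and -0.12. The genes went both ways, 4 higher and 4 lower in the former and 3 and 5 in the latter. Fbp1 (-1.88 and -0.98) and Fbp2 (-2.19 and -1.50) fell most. All 8 summed to 845 and 1149 CPM in the assays, against 1531 in sd::Gal4/+ and 206 in w1118. Larval fat body carried over in dissection in all libraries but w1118 is a candidate explanation. Among 6 added fat body genes with a mean of at least 100 reads, apolpp (-4.10) and Obp99b (-3.82) fell as far in w1118 and the other 4 did not, and the median was -0.40. Discs may express those 4 themselves, which the counts do not show, so carried-over tissue and a difference between the genotypes or in larval age cannot be told apart with 1 library per genotype.

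Muscle genes stood out as a group outside those the paper discusses. The 12 genes had a median log2 fold change of 1.42 in the library labelled FH-cortoCD and 1.47 in the library labelled RpL12-Myc, against 0.21 in w1118. Of the 12, 4 stand in Tables S3 to S7 and 4 were expressed in sd::Gal4/+ at 10 CPM or more. In each assay 11 of 12 were higher. Mhc had 459 and 461 reads in the assays and 109 in sd::Gal4/+, and sls had 4029 and 4301 against 1125. Tm1, the most abundant of the list in sd::Gal4/+ with 15374 reads, went the other way, at -1.17 and -1.22. Muscle carried over in dissection could raise the genes that discs express little. Tm1 is 1 gene with a high baseline that would hide a small share of muscle, so its fall excludes nothing, and carried-over muscle and an effect of over-expression cannot be told apart.

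Mitochondrial ribosomal RNA stood out because the paper lists mt:lrRNA in Tables S5 and S6 but does not discuss it in its text. The mitochondrial ribosomal RNAs, nearly all of their reads being mt:lrRNA, had 32373 reads in the library labelled FH-cortoCD and 21896 in the library labelled RpL12-Myc, against 975961 in sd::Gal4/+ and 328642 in w1118. For mt:lrRNA the log2 fold changes were -5.16, -5.79 and, for w1118, -1.23. These RNAs took 0.0741%, 0.0489%, 2.77% and 1.22% of the counts in the libraries, in that order. The messengers of the mitochondrial genome fell as well, so the pattern is not limited to RNA without a poly(A) tail. Their share of the counts does not set the scale of the other genes, as leaving out all mitochondrial entries moved the log2 ratio of totals between FH-cortoCD and sd::Gal4/+ by 0.053. A difference in RNA or library preparation between the assays and the controls remains a candidate explanation. In favour of such a difference, the log2 ratio of 5′ to 3′ reads in the same 1904 genes was higher than in sd::Gal4/+ by a median of 0.38 in the library labelled FH-cortoCD. This difference follows the genotypes, so that it and an effect of over-expression cannot be told apart.

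RNaseMRP:RNA stood out as the gene whose smaller rise of the pair of assays was the largest, among genes called in both with at least 10 reads in each of the 3 libraries. Obp56d rose more in the library labelled FH-cortoCD (5.76). The paper lists RNaseMRP:RNA in its supplementary tables but does not discuss it in its text. RNaseMRP:RNA had a log2 fold change of 5.61 in the library labelled FH-cortoCD. Other short structural RNAs rose there too, 7SLRNA:CR32864 by 4.10, 7SLRNA:CR42652 by 3.72, RNaseP:RNA by 2.12 and snRNA:7SKa by 1.29. In the library labelled RpL12-Myc these rises were 3.07, 2.87, 1.41 and 0.50. In w1118 the values of the same RNAs were -1.58, -1.53, -0.17 and -0.91, so the control libraries differed as well, in the other direction. These 4 were singled out after values had been seen. The paper's methods state that poly(A) RNA was selected, which such RNAs lack in general, so a different carry-over of unselected RNA may be a source. More carry-over in the assays would not by itself give the falls of mt:lrRNA (-5.16 and -5.79) and mt:tRNA:Leu-TAG (-6.52 and -6.94), if these also lack the tail. The shift of reads towards 5′ ends by 0.38 shows that the assay libraries differ from the controls beyond any gene list, but does not show how they were prepared. A change in the transcription of the short structural RNAs was not tested and stays open.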

How the results depend on the processing

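None of the alternatives or tests in this part was chosen after the result was seen. No paired analysis was possible because there is 1 library per genotype. For the same reason no library was left out.

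The numbers of called genes moved by more than 1.5 times under 5 alternatives, except that the most abundant entry alone did not move the genes higher for FH-cortoCD that far. With unscaled fold changes, 464 genes were called higher and 211 lower for FH-cortoCD, 422 and 296 for RpL12-Myc, and 318 and 197 in both. The cause is the scale itself, as the larger assay libraries then shift every gene upwards. With an adjusted P-value cutoff of 0.05, 966 genes were called higher and 937 lower for FH-cortoCD, 836 and 1182 for RpL12-Myc, and 564 and 711 in both. With an absolute log2 limit of 2, 66 genes were called higher and 64 lower for FH-cortoCD, 75 and 101 for RpL12-Myc, and 49 and 57 in both. With the exact test and the dispersion of the control libraries, at an adjusted P-value of 0.05, 751 genes were called higher and 738 lower for FH-cortoCD, 618 and 924 for RpL12-Myc, and 430 and 579 in both. With only the most abundant entry of each gene, which tests fewer entries, 200 genes were called higher and 198 lower for FH-cortoCD, 137 and 260 for RpL12-Myc, and 103 and 175 in both. The other alternatives left the counts within 1.5 times. Across them, and for FH-cortoCD higher also with the most abundant entry, 200 to 363 genes were higher for FH-cortoCD and 243 to 410 lower, 147 to 256 and 349 to 507 for RpL12-Myc, and 112 to 216 and 227 to 369 in both. Of the genes called in both assays, 163 of 163 higher and 197 of 324 lower were also called without scaling.

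The share of entries called between w1118 and sd::Gal4/+ was 1.4% with at least 10 reads in every library, 0.491% and 0.472% with each read of the pairs alone, 10.9% at an adjusted P-value of 0.05, and 0.252% with the log2 limit added.

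The squared correlation was 0.794 with at least 10 and 0.862 with at least 100 reads in every library, 0.604 and 0.638 with the first and second reads, 0.654 with w1118 as the control, 0.618 with the most abundant entry of each gene, 0.637 after correction for length, 0.491 with a pseudocount of 0.5, and 0.318 and 0.336 without a shared control. Entries with few reads limit this value.

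The medians of the 3 gene lists stayed above 0 under all 8 alternatives run on them. Without scaling the medians for FH-cortoCD and RpL12-Myc were 1.08 and 0.96 for ribosomal protein genes, 1.22 and 1.01 for heat shock genes, and 2.16 and 1.62 for Hsp70. With DESeq2 size factors the medians for FH-cortoCD and RpL12-Myc were 0.84 and 0.65 for ribosomal protein genes, 0.98 and 0.70 for heat shock genes, and 1.91 and 1.32 for Hsp70. With total counts the medians for FH-cortoCD and RpL12-Myc were 0.77 and 0.61 for ribosomal protein genes, 0.91 and 0.66 for heat shock genes, and 1.84 and 1.28 for Hsp70. With at least 10 reads in every library the medians for FH-cortoCD and RpL12-Myc were 0.84 and 0.63 for ribosomal protein genes, 0.98 and 0.71 for heat shock genes, and 1.92 and 1.32 for Hsp70. With first reads the medians for FH-cortoCD and RpL12-Myc were 0.82 and 0.63 for ribosomal protein genes, 1.00 and 0.72 for heat shock genes, and 1.87 and 1.29 for Hsp70. With second reads the medians for FH-cortoCD and RpL12-Myc were 0.88 and 0.68 for ribosomal protein genes, 0.97 and 0.68 for heat shock genes, and 1.94 and 1.36 for Hsp70. With w1118 as the control the medians for FH-cortoCD and RpL12-Myc were 1.03 and 0.83 for ribosomal protein genes, 1.30 and 1.04 for heat shock genes, and 2.21 and 1.60 for Hsp70. After correction for length the medians for FH-cortoCD and RpL12-Myc were 0.82 and 0.65 for ribosomal protein genes, 1.04 and 0.72 for heat shock genes, and 2.00 and 1.34 for Hsp70.

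Of the named genes, 2 values reversed. For corto in RpL12-Myc the log2 fold change was 0.013 without scaling, by which all genes move upwards, and for RpS10a in RpL12-Myc it was -0.24 with w1118 as the control, at 4 reads or fewer per library, where the depth allows no direction. Of the other values of named genes under an alternative, 4 were called only under the alternative, 2 were no longer called, and 285 kept their direction and were called or not called as before. The cause was not tested for the other changes.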

Differences from the paper's values

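None of the tests in this part was chosen after the result was seen, and the alternatives were those set before the data were examined. The log2 fold changes printed in the paper's Tables S3, S5 and S6 equal log2 of the ratio of the printed read counts in 1425 of 1426 entries. The paper's counts of genes are therefore compared below on that unscaled scale as well as after TMM scaling. Without scaling, 464 genes were higher and 211 lower for FH-cortoCD, against the paper's 463 and 211. In both assays 318 and 197 were, against 314 and 197. The scale of the fold change thus accounts for nearly all of these gaps. Other alternatives named below only came within 1.5 times.

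In the library labelled FH-cortoCD 290 genes were higher against the paper's 463. The gap closed to within 1.5 times with unscaled fold changes (464) and w1118 as the control (363), and with none of the other alternatives. In the same library 354 genes were lower against the paper's 211. The gap closed to within 1.5 times with unscaled fold changes (211), the first reads alone (243), the second reads alone (299), w1118 as the control (292) and the most abundant entry of each gene (198), and with none of the other alternatives. In the library labelled RpL12-Myc 208 genes were higher against about 420 in Fig. 9, read by eye, for the paper. The gap closed to within 1.5 times with unscaled fold changes (422) and the exact test with the control dispersion (618), and with none of the other alternatives. In that library 471 genes were lower against about 300 in Fig. 9, read by eye, for the paper. The gap closed to within 1.5 times with unscaled fold changes (296), at least 10 reads in every library (446), the first reads alone (349), the second reads alone (398), w1118 as the control (448) and the most abundant entry of each gene (260), and with none of the other alternatives. In both assays 163 genes were higher against the paper's 314. The gap closed to within 1.5 times with unscaled fold changes (318), w1118 as the control (216) and the exact test with the control dispersion (430), and with none of the other alternatives. In both assays together 324 genes were lower against the paper's 197. The gap closed to within 1.5 times with unscaled fold changes (197), the first reads alone (227), the second reads alone (282), w1118 as the control (279) and the most abundant entry of each gene (175), and with none of the other alternatives.

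The paper describes the assays as over-expressing the transgenes, and reports by chromatin immunoprecipitation that both tagged proteins bound hsp70 in such wing discs. The FH-cortoCD transgene holds only the chromodomain, while the corto entries cover whole transcripts. Reads of endogenous and transgene RNA are counted together, so the values below do not measure the transgenes alone. In the library labelled FH-cortoCD the shortest corto transcript fell by 0.53 on the log2 scale against sd::Gal4/+. In the library labelled RpL12-Myc the most abundant entry of RpL12 had a log2 fold change of 0.16, against 0.49 in the other assay. The 2 entries at the 5′ end of RpL12 were called higher in both, at 1.15 and 1.17 in the library labelled RpL12-Myc. They had 1.46 and 1.48 in the library labelled FH-cortoCD.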

Other observations

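The tests on midgut genes, on stress, on a difference shared by the assay libraries, on mitochondrial ribosomal RNA, on 3′ ends and on exchanged labels were chosen only after the result was seen. For the sd::Gal4/+ library, the share of calls kept against w1118 was named beforehand together with a correlation, and was taken as the deciding value only after both were seen, because the correlation (squared, 0.115) shares a control. The tests on the shared control and on length were not chosen after the result.

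The same genes changed in both assays. A shared control library is not the whole cause. With FH-cortoCD set against sd::Gal4/+ and RpL12-Myc against w1118, the squared correlation over entries with at least 100 reads in every library was 0.741, and simulated unchanged libraries gave 0.000154. It is also not the sd::Gal4/+ library alone that stands apart, since 125 of the 163 genes higher in both and 240 of the 324 lower in both, or 74.9% of these genes, were called again against w1118. What stays open is a difference that the assay libraries share. The median log2 ratio of 5′ to 3′ reads per base in 1904 genes was -0.021 and -0.049 in the libraries labelled FH-cortoCD and RpL12-Myc, and -0.39 and -0.35 in sd::Gal4/+ and w1118. The median differences from sd::Gal4/+ were 0.38, 0.36 and, for w1118, 0.021. With the shares of reads that passed quality control and that aligned once, 3 kinds of measures separate the assays from the controls. A preparation or sequencing difference and an effect of both transgenes may each give such a pattern, and with all assays on one side they cannot be told apart.

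Ribosomal protein genes are short. Log2 fold changes in the library labelled FH-cortoCD fell with log2 length of the most abundant entry of each gene (correlation across 6065 genes -0.21). In the library labelled RpL12-Myc they did so less (-0.074). The length of the entry is not the whole cause of the rise of ribosomal protein genes. A loess correction for length moved their medians only from 0.83 and 0.65 to 0.82 and 0.65. It removed less than the rise of random lists matched on length, so it does not decide the question. For the length of entries those lists do. They had medians of 0.35 (at most 0.65) and 0.18 (at most 0.48), so they rose as well, but less than the ribosomal protein genes. The lists were not matched on expression, and the length of whole transcripts was not tested. The shift towards 5′ ends was checked at the entry nearest the 3′ end. There 41 ribosomal protein genes had medians of 0.74 and 0.49, and 2397 other genes had -0.15 and -0.13. These values argue against the shift as the whole cause in the 41 genes. That entry can overlap others or be the most abundant one, so the check does not exclude the shift. The 75 mitochondrial ribosomal protein genes, of which 62 are expressed in sd::Gal4/+ and 18 stand in Tables S3 to S7, had medians of 0.40 and 0.25 in the libraries labelled FH-cortoCD and RpL12-Myc and -0.12 in w1118. An effect of over-expression and the difference between the libraries described above both stay open.

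Other heat-inducible genes also rose, but less than Hsp70. The highest of the 12 others had 1.35 in the library labelled FH-cortoCD and 0.93 in the library labelled RpL12-Myc. In the latter, only the Hsp70 genes of the list were called. The median of the 12 was not set against random lists. Without Hsp70, 12 heat shock genes had medians of 0.67 and 0.37 in the libraries labelled FH-cortoCD and RpL12-Myc, 10 of 12 being higher in each, and -0.21 in w1118, so that the control libraries differed as well, in the other direction. Of all 18, 15 are expressed in sd::Gal4/+. Stress during the dissection of single batches would raise these genes together, and so could a response of the cells to the transgenes. With 1 pool of discs per genotype these cannot be told apart.

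Midgut proteases were present in the assays and nearly absent from the controls. The 32 midgut genes, of which 10 stand in Tables S3 to S7 (Table S4 in part) and 0 reach 10 CPM in sd::Gal4/+, summed to 56.0 and 343 CPM (counts per mega counts) in the libraries labelled FH-cortoCD and RpL12-Myc, and to 0.901 and 1.86 in sd::Gal4/+ and w1118. In an assay 15 of the 32 had more than 10 reads, and the most that any of these 15 had in a control was 14. Jon65Aiii had 585 and 4035 reads in the assays, Jon65Aiv had 704 and 5615, and deltaTry had 255 and 1855. The ratio of RpL12-Myc to FH-cortoCD in these genes had a median of 6.17 and ranged from 1.44 to 9.27. Midgut tissue carried over in dissection is a candidate explanation. For it, 6 midgut genes outside these tables had more than 10 reads in an assay and more than in both controls after scaling. They were 5 of the first list, Amy-d with 3 and 21 reads in the assays being the most abundant, and 1 of the added list (LysS, 46 and 6 reads in the assays and 0 in each control). LysS went against the ratios above, with more reads in the library labelled FH-cortoCD, so it does not follow the same share of tissue. Another 2 added genes had more than 10 reads without a rise over both controls. LManII had 804 and 989 reads in the assays against 919 in sd::Gal4/+ and 564 in w1118, and Mal-A6 had 11 and 21 against 38 and 2. Against it, 17 of 32 genes of the first list and 14 of 17 of the added list had at most 10 reads in every library. The lists do not say which of these the larval midgut expresses at this stage, and carried-over tissue and expression in the disc cannot be told apart.

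Reads of the over-expressed genes, endogenous and transgene together, were not highest in the libraries labelled for them. The shortest corto transcript had a log2 ratio of -0.37 in the library labelled FH-cortoCD over that labelled RpL12-Myc, and RpL12 had 0.33. Exchanged labels are a candidate explanation, and the genotype labels of the public record name the libraries in that exchanged way. The stretch of corto beyond its shortest transcript had 679 reads in the library labelled FH-cortoCD, 470 in the library labelled RpL12-Myc, 1124 in sd::Gal4/+ and 808 in w1118, a ratio to the shortest transcript of 0.124, 0.0638, 0.169 and 0.175. Against it, the 5 entries of RpL12 had nearly the same ratio, 0.31 to 0.33, and the median of all ribosomal protein genes was 0.24, so that RpL12 stood little above them. The tables of the paper hold the same counts under the same names, so an exchange would have come before them. Exchanged labels and low transgene signal in these counts cannot be told apart.

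Other lists gave these medians for FH-cortoCD, RpL12-Myc and w1118. The 5 blood cell genes, 3 of them expressed in sd::Gal4/+ and 0 in the tables, had -0.092, 0.41 and 0.23. The 6 neuron genes, 2 expressed and 0 in the tables, had 0.11, 0.52 and 0.16. The 2 expressed genes, elav (-0.97 and -1.07) and Syx1A (-0.11 and -0.23), were lower in the assays, and the others had at most 20 reads. The 14 ecdysone response genes, 9 expressed and 3 in the tables, had -0.21, -0.48 and 0.0036. Of the 8 salivary gland genes 0 were expressed in sd::Gal4/+ and 1 is in the tables, and 5 had reads in every library. All 8 together summed to 5.28, 6.19 and 7.40 CPM against 1.10 in sd::Gal4/+. The eye colour gene w, whose function is absent from w1118 and which marks transgenes, had 18794, 24501 and 6 reads against 7981 in sd::Gal4/+. fs(1)K10 (log2 fold changes 0.29, 0.52 and -0.0031) is the other gene of the vector list, of which 1 gene stands in the tables. Of the dosage genes, roX1 had 428, 586 and 814 reads against 573, and roX2 had 11, 21 and 17 against 8. No explanation was tested for these lists.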
